# Chromatin remodeling in bovine embryos indicates species-specific regulation of genome activation

**DOI:** 10.1038/s41467-020-18508-3

**Published:** 2020-09-17

**Authors:** Michelle M. Halstead, Xin Ma, Chuan Zhou, Richard M. Schultz, Pablo J. Ross

**Keywords:** Embryogenesis, Epigenetic memory, Development, Epigenetics, Chromatin

## Abstract

The shift from maternal to embryonic control is a critical developmental milestone in preimplantation development. Widespread transcriptomic and epigenetic remodeling facilitate this transition from terminally differentiated gametes to totipotent blastomeres, but the identity of transcription factors (TF) and genomic elements regulating embryonic genome activation (EGA) are poorly defined. The timing of EGA is species-specific, e.g., the timing of murine and human EGA differ significantly. To deepen our understanding of mammalian EGA, here we profile changes in open chromatin during bovine preimplantation development. Before EGA, open chromatin is enriched for maternal TF binding, similar to that observed in humans and mice. During EGA, homeobox factor binding becomes more prevalent and requires embryonic transcription. A cross-species comparison of open chromatin during preimplantation development reveals strong similarity in the regulatory circuitry underlying bovine and human EGA compared to mouse. Moreover, TFs associated with murine EGA are not enriched in cattle or humans, indicating that cattle may be a more informative model for human preimplantation development than mice.

## Abstract (web summary)

Preimplantation embryos undergo extensive transcriptomic and epigenomic remodeling. Here the authors assay open chromatin in bovine oocytes, embryos, and embryonic stem cells, and compare the transcriptomes and epigenomes of cattle, human and mouse embryos, revealing species-specific regulation of genome activation.

## Introduction

Preimplantation development encompasses several critical milestones as embryos progress from fertilization to implantation. Fusion of the transcriptionally quiescent oocyte and sperm results in a zygote with two haploid pronuclei. Gametic syngamy is completed after the first round of DNA replication, when pronuclear membranes dissolve, allowing maternal and paternal chromosomes to intermingle on the metaphase plate. Subsequent rounds of cleavage ultimately lead to formation of a blastocyst. However, the cleavage-stage embryo must first complete the maternal-to-zygotic transition (MZT), wherein the embryo assumes control over its own continued development by degrading oocyte-derived products and initiating its own transcriptional program. This dramatic change in gene expression proceeds gradually; minor embryonic genome activation (EGA) results in low levels of transcription in early cleavage-stage embryos^1,2^, and leads to major EGA, which involves wide-spread transcription of embryonic genes^3^. This shift from maternal dependence to self-sufficiency serves at least three functions: elimination of oocyte-specific messages, replenishment of transcripts that are common to both the oocyte and the embryo, and generation of novel embryonic-specific transcripts^4^.

While embryos undergo this massive shift in transcriptional program during the MZT, wide-spread changes in chromatin structure^5^ and epigenetic information are simultaneously restructuring the embryonic epigenome. Chromatin remodeling is necessary to erase gamete-specific signatures and establish an open chromatin landscape that supports embryonic transcriptional programs. Specifically, chromatin structure defines the genomic context within which transcriptional machinery can operate, thereby determining the cell-specific gene expression patterns that confer cell identity and function.

Following fertilization, the zygotic genome is globally demethylated^6^, and this loss of DNA methylation coincides with global decreases in repressive histone modifications^5,7^. Overall, epigenetic factors linked to relaxed chromatin are more abundant in mouse zygotes, whereas factors implicated in chromatin compaction become more prevalent during EGA^8^, pointing to a more permissive chromatin landscape in pre-EGA embryos. Indeed, mouse zygotes present increased histone mobility^9^, highly dispersed chromatin^10^, and lack chromocenters (congregations of pericentromeric heterochromatin)^11,12^. Moreover, in mouse, 3-D chromatin architecture is largely absent after fertilization, and is gradually established throughout preimplantation development, which facilitates long-distance chromatin interactions in later stage embryos^13^, and indicates increasing chromatin compaction and organization. The co-occurrence of genome activation and chromatin remodeling raises an interesting causality dilemma, namely, whether chromatin remodeling is necessary for transcription activation or whether transcription activation leads to chromatin remodeling. Several maternal products prompt transcription initiation by altering chromatin structure^14–16^, and some chromatin compaction occurs in the absence of embryonic transcription^13^. However, inhibiting embryonic transcription pervasively disrupts establishment of open chromatin during EGA^17,18^, suggesting that EGA and chromatin remodeling are likely interdependent.

In mouse and human preimplantation embryos, enrichment for chromatin accessible sites is gradually established as development progresses^17–22^; however, these accessible sites demonstrate different motif enrichment patterns, implicating distinct sets of transcription factors (TFs) in either murine (RARG, NR5A2, ESRRB)^17^, or human EGA (OTX2, GSC, POU5F1)^18,20^. Although some TFs appear to regulate EGA in multiple species, i.e., Krüppel-like factors (KLFs)^17,18,23^, double homeobox (DUX)^24–27^, ZSCAN4^28,29^, and CTCF^17,18^, the level of conservation across mammals remains unclear. In fact, the timing of genome activation is highly species-specific. RNA-seq studies indicate that the major wave of EGA in mice occurs during the 2-cell stage^30^, in humans during the 4-to-8-cell stage^31^, and in cattle during the 4-to-8-cell stage^32^. The relative timing at which mice activate their genomes could indicate that the mechanism behind murine EGA differs significantly from other species’, which would have significant implications for modeling human preimplantation development. In particular, the timing of bovine EGA more closely resembles that of human EGA, as do global changes to histone post-translational modifications. For instance, the active mark trimethylation of lysine 4 on histone 3 (H3K4me3) decreases in global abundance during human^33^ and bovine EGA^34^, but increases during murine EGA^35,36^. However, the chromatin remodeling events that underscore bovine preimplantation development have yet to be cataloged, and it remains unclear whether the regulation and execution of the MZT in cattle resembles what has been observed in humans.

Here we report progressive gains in ATAC-seq peaks throughout bovine preimplantation development. Peaks established prior to major EGA are predominantly enriched for binding sites of maternally provided factors (CTCF, NFY, SP factors, KLFs), whereas homeobox TF binding (OTX1, GSC, DUX factors) becomes more prevalent during major EGA, and depends on embryonic transcription. Comparison of the open chromatin landscape during preimplantation development in cattle, human, and mice reveals that the regulatory circuitry underlying bovine and human EGA is very similar and distinct from mouse. Moreover, TFs that appear to regulate murine EGA (RARG, NR5A2, ESRRB) demonstrate no enrichment in cattle or humans, suggesting that cattle are a more informative model for human preimplantation development than mice.

## Results

### Dynamics of open chromatin in bovine preimplantation embryos

For each developmental stage, ATAC-seq libraries were prepared from pools of cells derived from three separate oocyte collections. 

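The authors' ATAC-seq peak lists of 21 control libraries were used here, with 3 replicates for each of GV oocytes, 2-, 4- and 8-cell embryos, morula, inner cell masses (ICM) and embryonic stem cells (ESC). ATAC-seq tags accessible DNA with a transposase, and a peak is a stretch of the genome with more tags than the local background of the same library. The authors aligned reads to ARS-UCD1.2, removed duplicate, mitochondrial and low-quality alignments, and called broad peaks with MACS2 at a q value of 0.05. Each list belongs to a single replicate and gives for every peak its mean fold enrichment over the local background, its −log10 p and its −log10 q. The paper's own peak sets came from pooled and subsampled reads, a step that peak lists do not allow. From the lists, the length of the genome covered by peaks was computed for each library, and regions of a stage were made by merging the peaks of its 3 replicates and keeping those with peaks from at least 2 of them. Regions of different stages were matched where they shared at least 1 bp. Lists of control libraries held between 1002 peaks (2-cell replicate 1) and 207459 peaks (morula replicate 2).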

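Embryos of the 2-, 4- and 8-cell stages cultured with α-amanitin, an inhibitor of RNA polymerase II, at 50 µg/ml are called transcription blocked embryos (TBE), and 9 lists of TBE libraries, 3 for each stage, were compared with the control lists of the same stage. The 2-cell TBE lists held 925, 8118 and 11083 peaks, the 4-cell TBE lists 32260, 4166 and 3094 peaks, and the 8-cell TBE lists 90890, 247513 and 50090 peaks. To learn how many regions a library of untreated embryos would lack, each control replicate was held out in turn, regions were taken from the peaks shared by the other 2 control replicates, and the percentage of them without a peak was computed in the held-out control library and in each TBE library. Groups of 3 libraries were compared with exact two-sided permutation tests, which cannot go below p = 0.1 with 3 against 3.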

A subset of embryos from each collection was also cultured in the presence of the transcriptional inhibitor, α-amanitin, to interrogate the relationship between embryonic transcription and chromatin remodeling (Fig. 1a). 

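The peak lists do not state the reads behind them, so the background level of each library, the pileup expected by chance at a position, was recovered from peaks whose fold enrichment and −log10 p fit a whole-number pileup. This level is proportional to the number of tags in a library, and it was solved for 28 of 30 libraries, with upper limits of 0.220 for 2-cell replicate 1 and 0.140 for 2-cell TBE replicate 1. The sum over the 3 replicates was 1.00 for GV oocytes, 1.06 at most for 2-cell embryos, 1.17 for 4-cell embryos, 2.93 for 8-cell embryos, 2.10 for morula, 1.99 for ICM and 1.23 for ESC. The sum of 8-cell embryos was 2.92 times that of GV oocytes. Sums for TBE were 0.680 at most at the 2-cell stage, 0.615 at the 4-cell stage and 5.41 at the 8-cell stage. Within the 8-cell TBE group, the level ranged from 0.347 (replicate 3) to 3.82 (replicate 2). Lists of libraries with a higher background level tended to cover more of the genome, so that lengths and numbers of peaks from single libraries carry differences in depth as well as in accessibility.

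**Figure D1:**
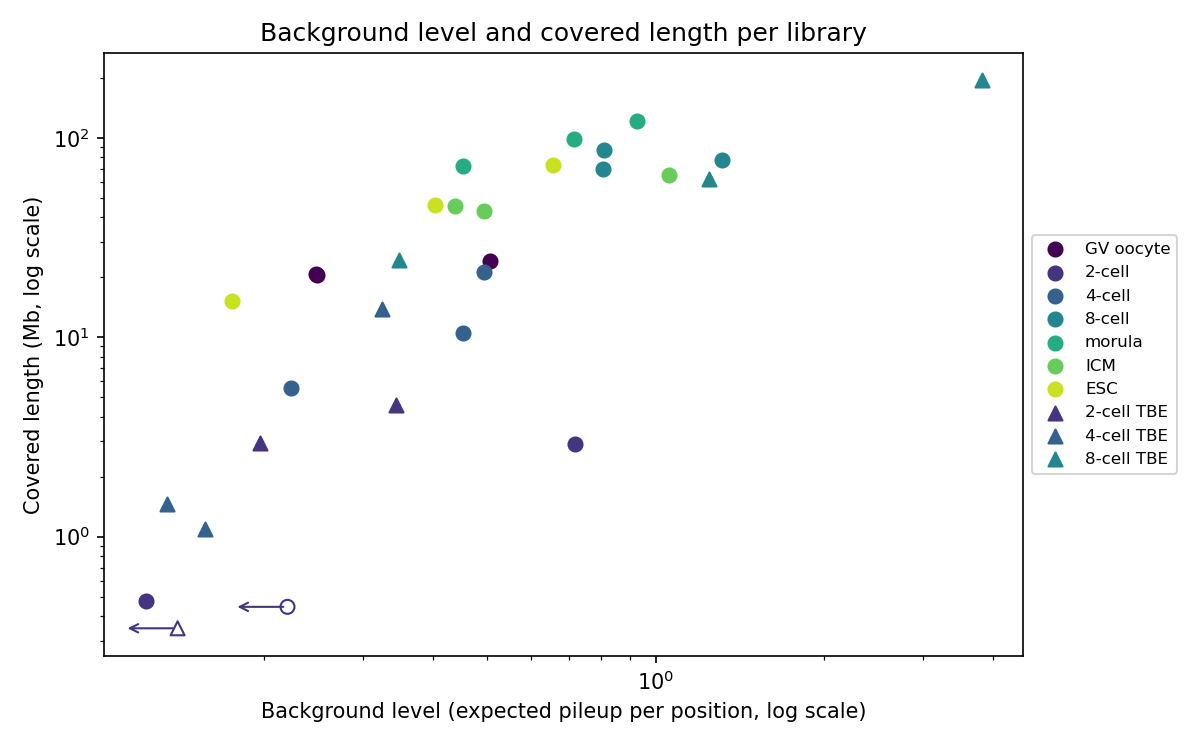
Background level (horizontal, log scale) and length covered by peaks (vertical, log scale) of 30 libraries. Circles are control and triangles TBE libraries, colours mark the stage, and open symbols with arrows are upper limits. Replicate 3 of the 2-cell embryos covers 2.92 Mb at a level of 0.718, and 8-cell TBE replicate 2 covers 194 Mb at 3.82.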

Between 30 and 87 million nonmitochondrial monoclonal uniquely mapped reads were collectively obtained for each developmental stage and cell type: germinal vesicle-stage (GV) oocytes, 2-, 4-, 8-cell embryos, morula, inner cell masses (ICM), and embryonic stem cells (ESC)^37^ (Supplementary Table 1). Of note, because pools of embryos were used as input for ATAC-seq, the resulting chromatin accessibility profiles are representative of cell populations with some level of heterogeneity, especially for later stages of development. 

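Similarity of the peak lists between stages was measured with the Jaccard index, the length covered in both of 2 lists over the length covered in either. Lists of 8-cell embryos had a mean Jaccard index of 0.276 with those of morula and of 0.0706 with those of 4-cell embryos. The difference of 0.205 was tested by relabelling the 9 libraries of these stages (exact permutation test, two-sided, 1680 relabellings, p = 0.0238). The Jaccard index falls where lists differ in length. With the shared length divided by the shorter list instead, the overlap coefficient, the means were 0.497 and 0.495 and differed by 0.0025 (p = 0.967, same exact test). With an equal number of top peaks by −log10 p in each list the difference in Jaccard index was 0.137 (p = 0.0262, same exact test).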

Genome-wide ATAC-seq coverage demonstrated a striking shift in the open chromatin landscape between 4- and 8-cell embryos (Fig. 1b), suggesting that large-scale chromatin remodeling coincides with major EGA (Supplementary Fig. 1). Strong correlation of genome-wide signal between biological replicates (Supplementary Table 2) indicated that both the technique and embryo production were robust, generating comparable chromatin accessibility profiles across different rounds of oocyte collection and embryo production (Fig. 1c). 

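Among all 30 lists, the mean Jaccard index was 0.245 between replicates of a group and 0.0892 between groups. The difference of 0.155 had p = 1e-05 in a permutation test with 100000 relabellings of the libraries, the smallest p they can give. It moved most with the overlap coefficient, to 0.0750 (p = 0.0018, same permutation test). Among control groups, replicates were most alike in morula (0.466) and 8-cell embryos (0.416). ICM (0.376), GV oocytes (0.311), ESC (0.257), 4-cell (0.147) and 2-cell embryos (0.119) followed. TBE groups had 0.183 at the 8-cell, 0.0853 at the 2-cell and 0.0840 at the 4-cell stage. In the stretch of chromosome 5 drawn in Fig. 1c, whose ends were read from the axis, the 3 lists held 18, 16 and 16 peaks in GV oocytes, 0, 1 and 2 in 2-cell embryos, 17, 8 and 6 in 4-cell embryos, 49, 45 and 45 in 8-cell embryos, and 53, 58 and 61 in morula.

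**Figure D2:**
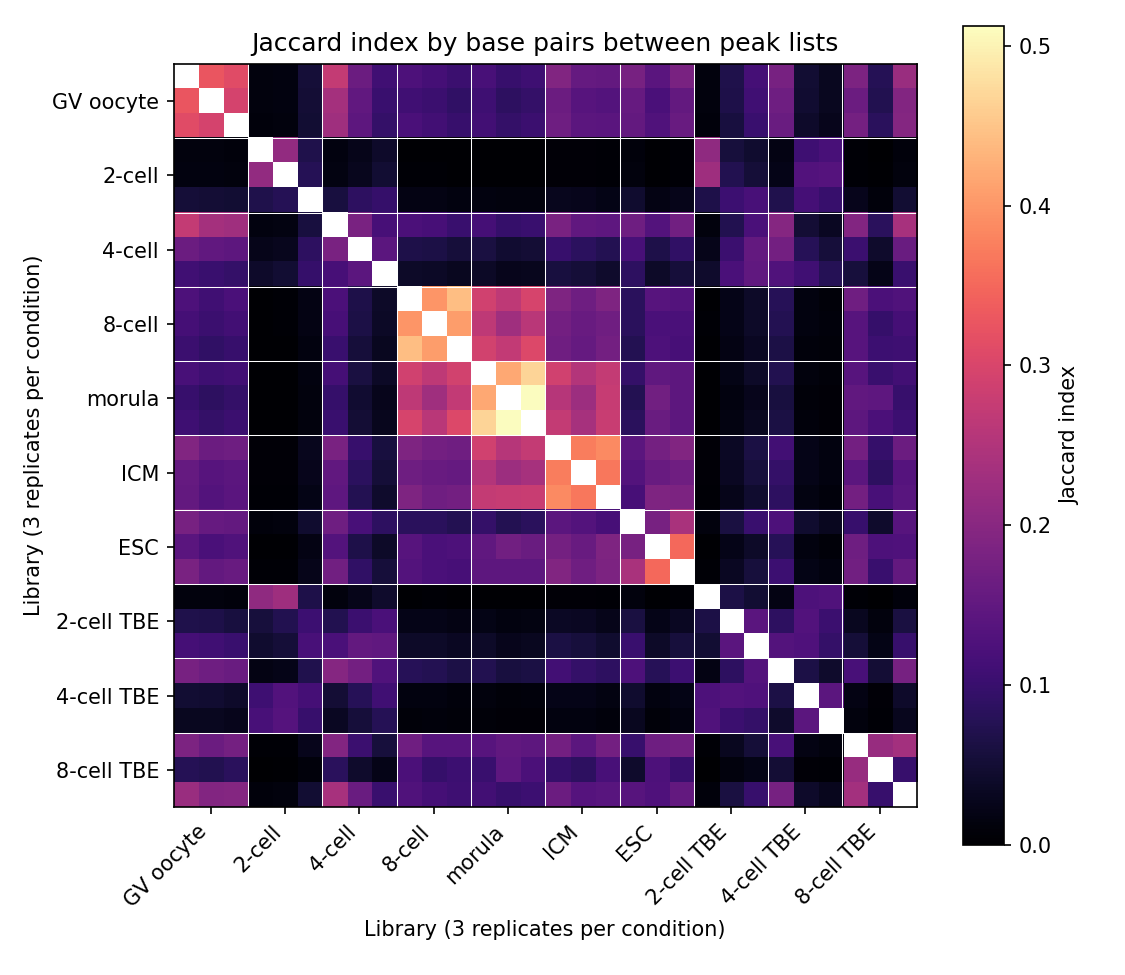
Jaccard index by base pairs between the peak lists of 30 libraries, in blocks of 3 replicates per condition, with brighter cells for a higher index. The blocks of 8-cell embryos and morula on the diagonal, at 0.416 and 0.466, are the brightest.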

Reads from replicates were pooled together to obtain greater sequencing depth and maximize power for identifying regions of open chromatin. To gauge changes in chromatin accessibility throughout development, regions with enriched signal, or peaks, were called for each stage of development. Pooled reads from replicates were randomly subsampled to standard depths before calling peaks to minimize bias from sequencing depth. Peaks were called from either 30 million monoclonal uniquely mapped reads when comparing control embryos at different developmental stages, or 20 million reads when comparing transcription blocked embryos (TBE) with control embryos. Iterative random subsampling resulted in consistent ATAC-seq peak sets, indicating that subsampling did not introduce additional variation to peak calling (Supplementary Fig. 2).

**Fig. 1:**
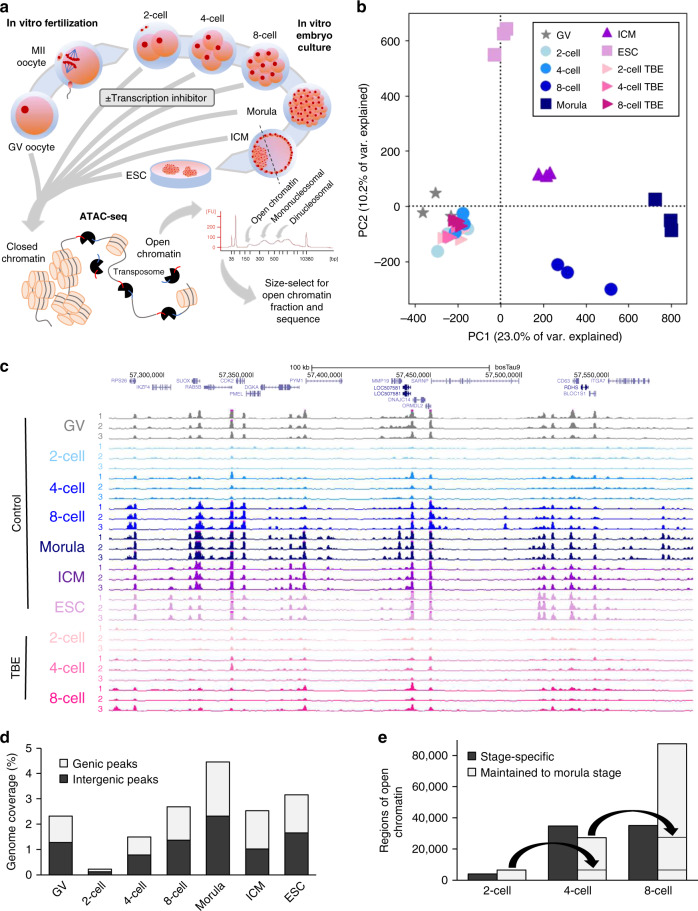
Chromatin accessibility in bovine oocytes and in vitro preimplantation embryos. **a** Schematic of in vitro embryo production and ATAC-seq library preparation. **b** Principal components analysis (PCA) of ATAC-seq signal, normalized by fragments per kilobase million (FPKM), in 500 bp windows covering the whole genome. **c** Normalized coverage (FPKM) of replicate ATAC-seq libraries for each stage of development. **d** Proportion of genome that is covered by genic and intergenic ATAC-seq peaks, called from 30 million reads for each developmental stage. **e** Categorization of ATAC-seq peaks in 2-, 4-, and 8-cell embryos into stage-specific and maintained peaks (accessibility maintained up until the morula stage). Maintained peaks are carried over from latter stages to show cumulative maintained peaks. Source data are provided as a Source Data file.

As observed in humans and mice^17,18,20–22^, ATAC-seq peaks were progressively gained throughout bovine preimplantation development, with the lowest enrichment for accessible sites in 2-cell embryos (Fig. 1d). 

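Peaks of single libraries covered 21.8 ± 2.07 Mb in GV oocytes, 1.28 ± 1.42 Mb in 2-cell embryos, 12.4 ± 7.98 Mb in 4-cell embryos, 78.2 ± 8.72 Mb in 8-cell embryos, 97.3 ± 24.4 Mb in morula, 51.1 ± 12.2 Mb in ICM and 44.8 ± 28.9 Mb in ESC (mean ± SD, n = 3 libraries each). Numbers of peaks were 42469 ± 2276 in GV oocytes, 2901 ± 3067 in 2-cell, 26450 ± 14151 in 4-cell and 136927 ± 17111 in 8-cell embryos, and 173787 ± 32666 in morula (mean ± SD, n = 3). The 2-cell libraries had the shortest lists, and the longest of them, at 2.92 Mb, was below the shortest list of 4-cell embryos, at 5.56 Mb. Covered lengths of GV oocytes exceeded those of 2-cell embryos 17.0-fold, while the summed background level was at most 1.19 times as high. Both ratios rest on 2-cell replicate 3, without which they are 47.4 and at most 8.14. The 8.14 sets a sum over 3 GV oocyte libraries against one over 2 libraries of 2-cell embryos, so a ratio of means would be lower. Replicate 3 of the 2-cell embryos has a higher background level, 0.718, than any of GV oocytes, of which the highest is 0.507.

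**Figure D3:**
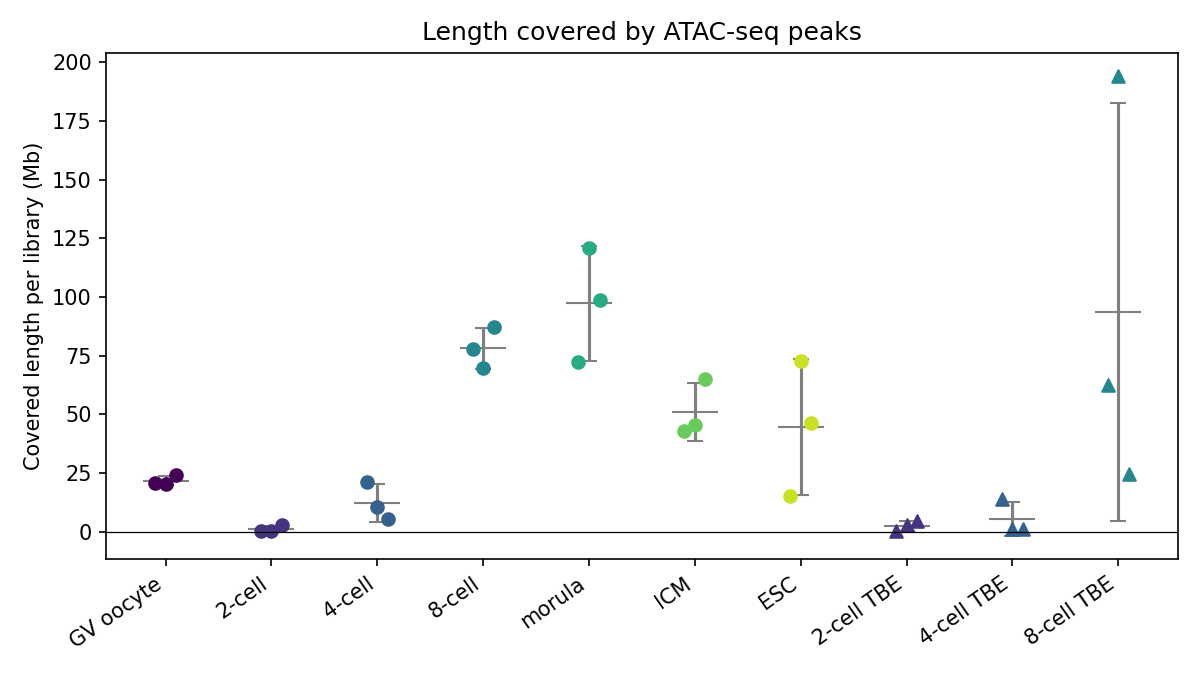
Length covered by peaks (Mb) in each library, by condition. Circles are control and triangles TBE libraries, and grey bars give the mean and SD of 3 replicates. Control libraries range from 0.444 Mb in 2-cell replicate 1 to 121 Mb in morula replicate 2.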

Considering that multiple studies in pre-EGA embryos indicate highly dispersed chromatin^9,10^, lack of chromocenters^11,12^, and lack of higher order chromatin organization^13^, this decreased enrichment for open chromatin in 2-cell embryos could reflect a highly permissive chromatin structure, resulting in similar levels of accessibility across the genome and lack of specific peak enrichment. Because assays that employ endonucleases—e.g., ATAC-seq and DNase-seq—depend on enrichment for cutting events at consistently accessible loci, genome-wide chromatin relaxation would lead to random cutting events, resulting in the observed high background and low enrichment in 2-cell embryos. Attempts to use endonuclease-based methods to profile open chromatin in mouse zygotes^17,22^ and human 2-cell embryos^20,21^ have encountered similar difficulties with low enrichment. On the other hand, a recent study that profiled chromatin accessibility with a technique that was not based on endonuclease activity found that genome-wide accessibility in human embryos actually decreased from the zygote stage onward^19^. Collectively, these data indicate that global chromatin relaxation is a shared characteristic of human, bovine, and murine pre-EGA embryos. It is tempting to speculate that this naïve chromatin structure acts as an epigenetic “blank slate”, which is then gradually compacted and structured to meet the needs of the developing embryo.

As chromatin becomes more structured, specific loci become more consistently accessible, and can thus be detected as enriched areas of open chromatin by ATAC-seq. Indeed, ATAC-seq peaks were progressively gained in 4-cell, 8-cell, and morula stage embryos (Fig. 1d). 

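Over the 4 stages from 2-cell embryos to morula, covered length was higher at the later stage in 96.3% of the pairs of libraries from different stages (exact permutation test of the trend, two-sided, 369600 arrangements, p = 7.03e-05), and the number of peaks in 98.1% (p = 2.16e-05, same exact test). Mean covered length rose 9.70-fold from 2- to 4-cell embryos and 6.29-fold from 4- to 8-cell embryos (exact permutation test, p = 0.1 for each, the smallest that 3 libraries against 3 allow). From 8-cell embryos to morula the mean rose further, but the libraries overlapped (exact permutation test, p = 0.3). Single replicates weighed on these ratios: that of 4- to 2-cell embryos was 34.5 without replicate 3 and 4.73 without replicate 1 of both stages, and that of 8- to 4-cell embryos 9.75 without replicate 1. With all lists scaled to the lowest background level, an alternative chosen after the data were seen, the trend was 88.9% (exact permutation test, p = 0.00186). The steps then were 2.96-fold from 2- to 4-cell, 2.37-fold from 4- to 8-cell embryos and 4.20-fold to morula (exact permutation tests, p = 0.2, 0.5 and 0.1), so that the order of the steps depends on the lists.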

Intriguingly, many peaks were only apparent at a specific stage, whereas other peaks were maintained throughout later stages (Fig. 1e), suggesting that chromatin remodeling serves two functions: progressive establishment of a chromatin landscape that will support further development, and transient stage-specific regulation.

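Regions of each stage were sorted as in Fig. 1e. Of 677 regions of 2-cell embryos, 11 were at no other stage from 2-cell to morula and 525 (77.5%) were maintained. Maintained regions were at no earlier stage from 2-cell on and at every later stage up to morula. GV oocytes were not considered for these classes. A GV oocyte region overlapped 630 of the 677 regions, and 75.1% of those gained at the 4-cell stage. Among 15117 regions of 4-cell embryos, 1466 (9.70%) were stage-specific and 11744 (77.7%) were maintained. The 120364 regions of 8-cell embryos held 37105 (30.8%) stage-specific and 70436 (58.5%) maintained regions. Of the alternatives set before the data were examined, peaks of any replicate moved stage-specific regions most, to 2010, 18732 and 72205 at the 2-, 4- and 8-cell stages. Scaled lists, added later, left 70, 156 and 403 stage-specific and 46, 275 and 1208 maintained regions. From the presence of both classes, the paper proposes that remodeling both builds a landscape for further development and regulates single stages.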

### Stage-specific open chromatin has distinct functionality

To delve further into the potential function of ATAC-seq peaks that were gained or lost between consecutive developmental stages (Fig. 2a), computational footprinting was used to identify regions that were actively bound by TFs at each stage. These footprints were matched to known binding motifs^38^, and TF binding activities were compared between consecutive stages (Supplementary Fig. 3, Supplementary Data 1–7). Both motif enrichment and binding activity changed dramatically as development progressed, demonstrating that chromatin remodeling subjects each stage of development to a distinct regulatory circuitry (Fig. 2b). Sequence enrichment within intergenic ATAC-seq peaks revealed that the binding motifs of distinct groups of TFs gained accessibility at each developmental stage (Supplementary Table 3). These enriched sequences corresponded to the known binding motifs of several TFs that were either maternally provided or embryonically expressed (Supplementary Fig. 4).

**Fig. 2:**
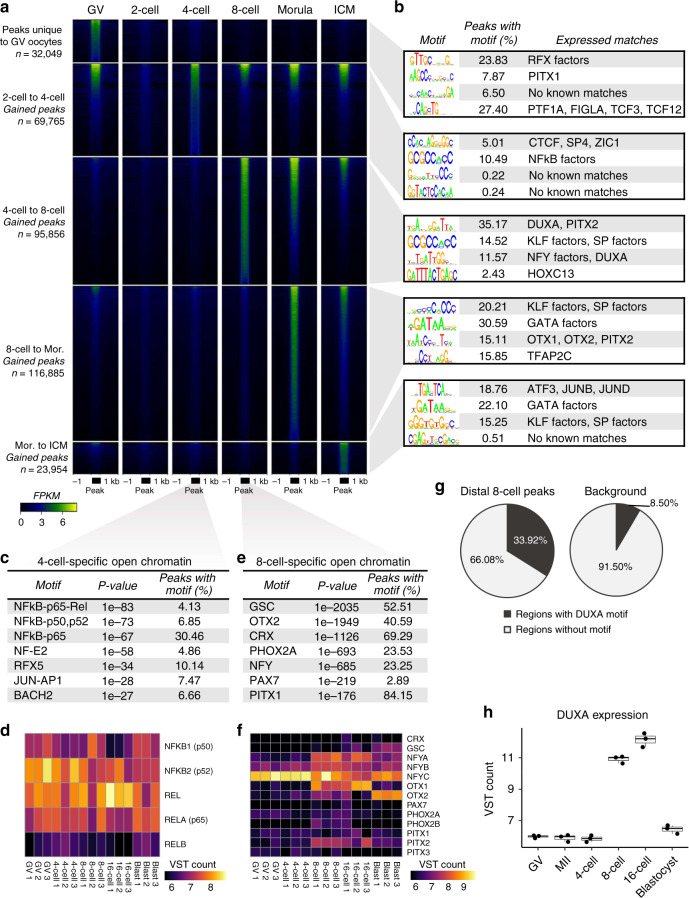
Gradual establishment of open chromatin enriched in regulatory motifs. **a** Normalized ATAC-seq signal (FPKM) shown at peaks that were either unique to GV oocytes, or which were gained between consecutive developmental stages. Peaks at each stage were called from 30 million reads, and were scaled to 500 bp. **b** Top four de novo motifs enriched in intergenic peaks, matched to known motifs (log odds match score >0.6) of TFs that were expressed at the given stage. **c** Top seven known motifs enriched in 4-cell specific peaks. Binomial test *p* values reported. Adjustment for false discovery rate (FDR) yielded *Q* values less than 1e–4. **d** Variance stabilized transformed (VST) expression counts of TFs corresponding to enriched motifs in 4-cell specific open chromatin. **e** Top seven known motifs enriched in 8-cell specific peaks. Binomial test *p* values reported (all FDR adjusted *Q* values <1e–4). **f** VST expression counts of TFs corresponding to enriched motifs in 8-cell specific open chromatin. **g** Proportion of intergenic 8-cell peaks overlapping the de novo motif most closely matching the DUXA motif, relative to background. **h** VST expression counts of *DUXA* throughout development (*n* = 3 biologically independent samples). Boxplots indicate the median and interquartile range (IQR), and whiskers span 1.5 times the IQR. RNA-seq data from Graf et al.^32^. Source data are provided as a Source Data file.

Over 30,000 ATAC-seq peaks were unique to GV oocytes (Fig. 2a), and those which were intergenic (*n* = 20,959) were notably enriched for the binding motifs of RFX factors and folliculogenesis specific bHLH factor (FIGLA) (Fig. 2b, Supplementary Fig. 5). 

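GV oocytes had 33347 regions, of which 7339 shared no base with a region of 2-, 4- and 8-cell embryos, morula or ICM. This number was 21965 with regions from any replicate, 3116 with regions from all 3 and 1836 with peaks of a mean −log10 q of at least 3, and between 4528 and 4959 with a replicate left out of every stage. The count depends on the lists of the other stages as well as on that of GV oocytes, since a region missed at a later stage counts as unique.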

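From the 2- to the 4-cell stage 14468 regions were gained, 95.7% of the regions of 4-cell embryos, and 29 were lost. Each 2-cell region needed a peak in replicate 1 or 2, whose lists held 1002 and 1262 peaks. With 677 regions at the 2-cell stage against 15117 at the 4-cell stage, a high share of gained regions followed from the lengths of the lists. Of the gained regions 10869 (75.1%) overlapped a region of GV oocytes. Numbers of gained regions followed the choice of replicates and peaks: 53968 were gained with peaks of any replicate, 5480 with peaks in all 3, 5621 without replicate 1, 7686 without replicate 2, 3820 with stricter peaks and 745 on scaled lists.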

Although very few ATAC-seq peaks were detected at the 2-cell stage, nearly 70,000 peaks were gained during the 2- to 4-cell transition. Surprisingly, nearly half of these peaks were only transiently accessible (Fig. 1e). 

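Of the regions gained at the 4-cell stage, 10.1% had no overlapping region at the 8-cell stage or in morula. The share was 34.7% with regions from any replicate, 3.94% with regions from all 3, 15.1% with an overlap of at least 50% of the region and 20.9% on scaled lists.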

Four-cell-specific open chromatin was most significantly enriched for binding motifs of NFkB family members (Fig. 2c), which was particularly intriguing because NFkB activation is required in mouse 1-cell embryos for development to progress past EGA^39^. Although NFkB factors are maternally provided (Fig. 2d), they are initially sequestered in the cytoplasm until they translocate into the nucleus at the early 1-cell stage in mice^39^ and the 4-to-8 cell stage in cattle^40^. In particular, RELA – one of the NFkB subunits capable of activating expression – binds DNA with increased frequency in cattle embryos compared to oocytes^40^, suggesting that NFkB activation of target gene expression could be one of the first events in a cascade leading to major EGA. In fact, one of the few genes with upregulated expression in 4-cell embryos, as compared to MII oocytes, was *TRIM8*, a positive regulator of NFkB activity (Supplementary Fig. 6). Overall, NFkB footprints marked promoters of genes involved in negative regulation of cell differentiation at the 4-cell stage (Supplementary Table 4, Supplementary Data 8), including several potential regulators of EGA that were substantially upregulated between the 4- and 8-cell stages (Supplementary Fig. 7). Nevertheless, the contribution of NFkB activity to minor EGA in cattle has yet to be established, but certainly warrants further research.

In contrast to open chromatin in pre-EGA embryos, ATAC-seq peaks that were gained at the 8-cell stage were predominantly enriched for binding motifs of homeobox TFs, including OTX2, GSC, CRX, PHOX2A, PAX7, and PITX1 (Fig. 2e), although only *OTX1*, *OTX2*, and *PITX2* were appreciably expressed during the 8-cell stage (Fig. 2f). 

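At the 8-cell stage 107555 regions were gained, 89.4% of all regions of the stage, while 2313 regions of 4-cell embryos were lost. A region of morula overlapped 65.5% of the gained regions. Under stricter peaks with a mean −log10 q of at least 3, 69148 regions were gained, with peaks of any replicate 172893, and on scaled lists 1613. Motifs in these regions were not analysed here, since no genome sequence was used.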

Based on the presence of OTX and PITX footprints in promoters, these homeobox TFs appear to target genes involved in negative regulation of cell differentiation (Supplementary Table 4, Supplementary Data 8). De novo motif enrichment revealed that intergenic ATAC-seq peaks that were gained at the 8-cell stage were most significantly enriched for a motif that corresponded to the DUX family, which has been extensively implicated in EGA regulation^24–27^. More than a third of the accessible intergenic loci in 8-cell embryos harbored a sequence that corresponded to DUX binding motifs (Fig. 2g). DUX factors are increasingly recognized as potential developmental pioneer factors, participating in chromatin remodeling^25,27^, and expression of repetitive elements and cleavage-stage genes^24–26^. In cattle, *DUXA* is expressed transiently and strongly during the 8- and 16-cell stages (Fig. 2h), similar to *DUX4* and *Dux* expression in human and mouse embryos, respectively^25,26^. Although *Dux* expression in mice can be induced by the maternal factors DPPA2 and DPPA4^41^, only *DPPA3* is maternally provided in cattle (Supplementary Fig. 8). Knockdown of *DPPA3* impairs the developmental competency of mouse and bovine embryos^42,43^, highlighting its potential as a key regulator. Although the maternal factors that induce *DUXA* expression in cattle remain unclear, the synchronized upregulation of *DUXA* and increased accessibility of its binding sites during bovine development suggest that DUXA may play an important role in bovine EGA. This hypothesis is especially intriguing, considering that DUX family members are implicated in murine and human EGA, and are highly conserved and specific to placental mammals^44^. Further functional validation will be necessary to determine if DUXA is required for bovine embryogenesis, or if is an important but nonessential regulator of EGA, as in mice^45–47^.

The expression profile of *DUXA* in bovine preimplantation development closely mirrored that of *ZSCAN4*, another TF implicated in EGA (Supplementary Fig. 9)^48^. *ZSCAN4* is a downstream target of DUX factors in humans^25^ and mice^24,26^, and the coordinated expression of these two factors in cattle certainly suggests that a similar mechanism may be at play. ZSCAN4 depletion results in developmental arrest at the time of EGA in mice^28^ and cattle^29^, supporting an important role for this TF. A recent report indicates that ZSCAN4 binds microsatellites in mouse embryos^49^. These binding sites would be problematic to identify in our analysis, given the difficulty of aligning short reads to repetitive sequences. Nevertheless, ZSCAN4 footprints were apparent in the promoters of 544 genes at the 8-cell stage, and these genes were functionally enriched for negative regulation of cell differentiation and apoptosis, as well as positive regulation of proliferation (Supplementary Table 4, Supplementary Data 8).

Extensive chromatin remodeling continued to take place after major EGA. 

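Between the 8-cell stage and morula 78366 regions were gained, 48.5% of the 161497 regions of morula, and 37598 regions were lost. With a replicate left out of both stages, between 53185 and 79460 regions were gained, and on scaled lists 8242. ICM regions overlapped 33.6% of the regions gained in morula.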

From the 8-cell to the morula stage, over 100,000 ATAC-seq peaks appeared (Fig. 2a), and those that were intergenic were primarily enriched for KLF, SP, and GATA binding motifs (Fig. 2b; Supplementary Table 3). Differential analysis of TF binding activity in 8-cell embryos and morula, based on TF footprinting, revealed significantly increased KLF and SP binding activity in morula, although GATA binding activity did not significantly increase (Supplementary Fig. 4). Nonetheless, almost 20,000 GATA footprints were evident in open chromatin at the morula stage and occurred in promoters of genes involved in negative regulation of differentiation (Supplementary Table 4, Supplementary Data 8). Genes marked by KLF and SP footprints in 8-cell embryos and morula demonstrated substantial enrichment for a variety of biological processes, including cell-cell adherens junctions (Supplementary Table 4, Supplementary Data 8).

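ICM had 84396 regions, of which 15142 (17.9%) were absent from morula, and 92551 regions of morula had no counterpart in ICM. The summed background level of both groups was similar, at 1.99 and 2.10. Regions of ESC, of which there were 78943, overlapped 17.8% of the regions gained in ICM. With peaks of any replicate 45327 regions were gained, and with peaks in all 3 replicates 9320.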

Comparatively fewer ATAC-seq peaks were gained during the morula to ICM transition (*n* = 23,954) (Fig. 2a). Intergenic peaks gained in ICM were also enriched for GATA, KLF, and SP motifs, but, in contrast to ATAC-seq peaks gained in morula, were significantly enriched for JUN factor motifs (Fig. 2b). Footprinting analysis corroborated this enrichment, showing that JUN factors exhibited stronger binding in ICM than in morula (Supplementary Fig. 4). Increased JUN binding may reflect the beginning of primitive endoderm specification, as c-JUN induces expression of endoderm markers^50^.

### Gradually established open chromatin sets the stage for EGA

Although many ATAC-seq peaks were stage-specific, a stable open chromatin landscape was also progressively established after fertilization. 

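Regions of 2-cell embryos mostly lay where GV oocytes also had a region, for 630 of 677 (93.1%). From GV oocytes to 2-cell embryos 47 regions were gained, with 24 to 53 when a replicate was left out, 69 with an overlap of at least 50% and 3370 with regions from any replicate, while 32719 regions of GV oocytes were not detected at the 2-cell stage at the depth of these libraries.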

As early as the 2-cell stage, ATAC-seq peaks appeared and were maintained post-EGA until at least the morula stage. Maintained ATAC-seq peaks were enriched for CTCF footprints (Fig. 3a; Supplementary Table 5), especially those that were first established during the 4-cell stage. CTCF binding delineates chromatin loop boundaries, thus determining the genomic space within which genes can interact with their regulatory elements^51^. Therefore, enrichment of CTCF binding in maintained peaks could indicate a gradual establishment of a stable 3-D chromatin architecture in preparation for major EGA. This interpretation is consistent with 3-D chromatin architecture in mouse embryos, which is greatly diminished after fertilization and then gradually established throughout preimplantation development, facilitating long-distance chromatin contacts, i.e., promoter-enhancer interactions, in later stage embryos^13^. Indeed, transcription during minor EGA in mouse is primarily driven by proximal promoters, whereas enhancers are dispensable for transcription until major EGA^52^. The global reorganization of 3-D chromatin architecture in the mouse has also been observed in bovine embryos: the nonradial establishment of chromosome territories, when gene-poor chromosomes tend to localize to the nuclear periphery more often than gene-rich regions, is first established at the 8-cell stage^53^. Collectively, these results suggest that gradual establishment of 3-D chromatin architecture may be a conserved feature of pre-EGA embryos, although the specific mechanisms and factors regulating this restructuring remain unknown.

**Fig. 3:**
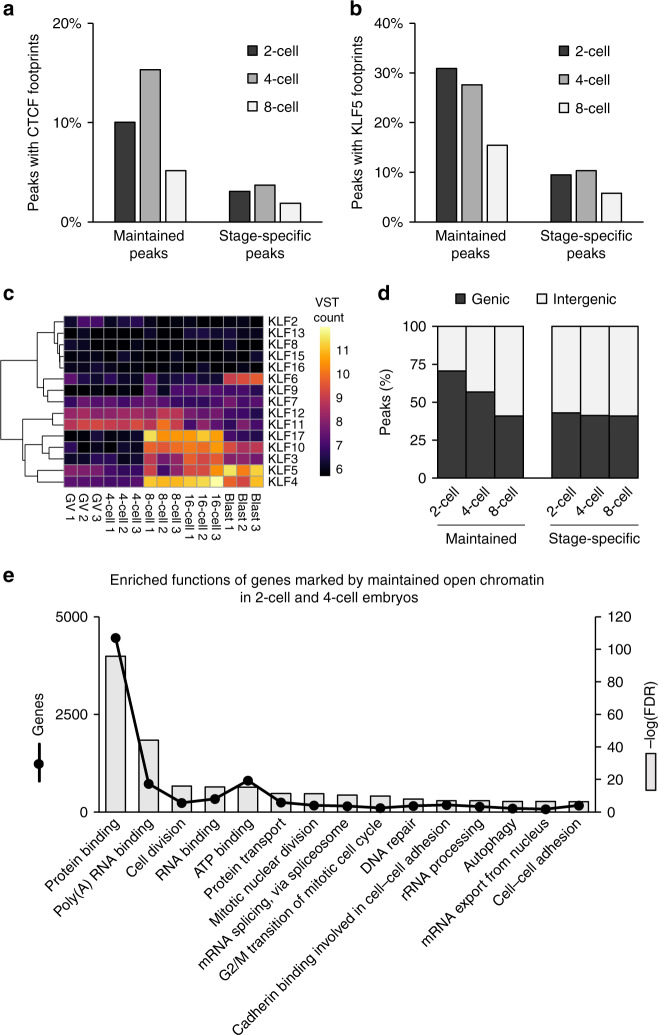
Binding motif enrichment in 2-, 4-, and 8-cell ATAC-seq peaks that were either stage-specific or subsequently maintained up to morula stage. Proportion of peaks containing. **a** CTCF or (**b**) KLF5 footprints. **c** VST expression profiles of *KLF* genes. RNA-seq data from Graf et al.^32^. **d** Proportion of maintained and stage-specific peaks that were genic or intergenic. **e** Gene ontology term enrichment of the 9,456 genes that were marked by maintained genic open chromatin that was first established in 2- or 4-cell embryos. Top 15 terms, based on FDR, are reported. Source data are provided as a Source Data file.

Maintained peaks were also more enriched for KLF motifs than stage-specific peaks (Fig. 3b), and several *KLF*s were maternally provided (Fig. 3c), including *KLF4*, a master regulator of induced pluripotent stem cell reprogramming^54^. KLF4 contributes to reprogramming by mediating pluripotency-associated enhancer-promoter contacts^55^; thus, the concurrent establishment of open chromatin corresponding to CTCF and KLF binding motifs could indicate that pre-EGA embryos are priming a similar mechanism for use during major EGA, especially because about 50% of activated genes during bovine major EGA contain KLF motifs in their promoters^23^.

In fact, ATAC-seq peaks that were maintained from the 2- and 4-cell stages onward occurred in genic regions more often than stage-specific peaks (Fig. 3d) and marked the promoters of genes that were functionally enriched for housekeeping functions (Fig. 3e), including 33 of the 51 genes that were upregulated in 4-cell embryos compared to MII oocytes (Supplementary Fig. 6). Moreover, maintained ATAC-seq peaks were strongly enriched for NFY and SP1 binding sites (Supplementary Table 5), which is highly reminiscent of chromatin remodeling in mouse, as proximal promoters enriched for NFY motifs are some of the first regions to gain accessibility^22^. Of note, NFY enhances binding of the pluripotency factors POU5F1, SOX2, and KLF4 to their recognition motifs^56^, and is clearly involved in murine EGA, with NFY knockdown embryos presenting impaired open chromatin establishment and downregulation of gene expression^22^. Similarly, SP1 is essential for early mouse development, with knockout embryos arresting at day 11 of gestation^57^. Intriguingly, human zygotes and 4-cell embryos also demonstrate KLF, SP1, and NFY motif enrichment in open chromatin^21^, overall suggesting that a conserved set of maternal regulators participate in chromatin remodeling and transcription activation in pre-EGA embryos.

### Maternal factors and transcription drive chromatin remodeling

Considering that embryonic transcription is limited before the 8-cell stage in cattle, the appearance of ATAC-seq peaks in pre-EGA embryos suggests that maternal factors actively participate in chromatin remodeling. To further dissect the maternal contribution to epigenetic reprogramming and EGA, embryos were cultured in the presence of α-amanitin to inhibit POLR2-dependent transcription elongation. Treatment with α-amanitin prevents development of bovine embryos past the 8-to-16-cell stage^58^. 

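Embryos cultured with α-amanitin were compared with control embryos through regions gained from the stage before. At the 8-cell stage, TBE libraries lacked 74.5% ± 12.2 of the gained regions and held-out control libraries 15.3% ± 7.61 (mean ± SD, n = 3 each; exact permutation test, two-sided, p = 0.1, the smallest it allows). The lowest TBE library, replicate 2, lacked 61.2%, more than the highest held-out control at 20.7%, although its background level was higher than that of any control library. At the 4-cell stage the shares were 61.0% ± 33.8 in TBE and 31.9% ± 23.7 in held-out control (n = 3 each; exact permutation test, p = 0.3). Both groups spread widely there, from 22.3% to 85.0% in TBE and from 8.54% to 55.9% in held-out control, and the summed background level of 4-cell TBE was lower than that of 4-cell control embryos. At the 2-cell stage, with between 13 and 28 gained regions, TBE libraries lacked 70.0% ± 5.66 and held-out control libraries 57.8% ± 17.2 (n = 3 each; exact permutation test, p = 0.3). With equal numbers of top peaks, and between 12 and 15 gained regions, the 2-cell groups did not overlap, at 81.6% and 41.0% (exact permutation test, p = 0.1). The shares fell most where a peak in any TBE replicate counted as present, to 58.9% at the 8-cell and 29.8% at the 4-cell stage.

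**Figure D4:**
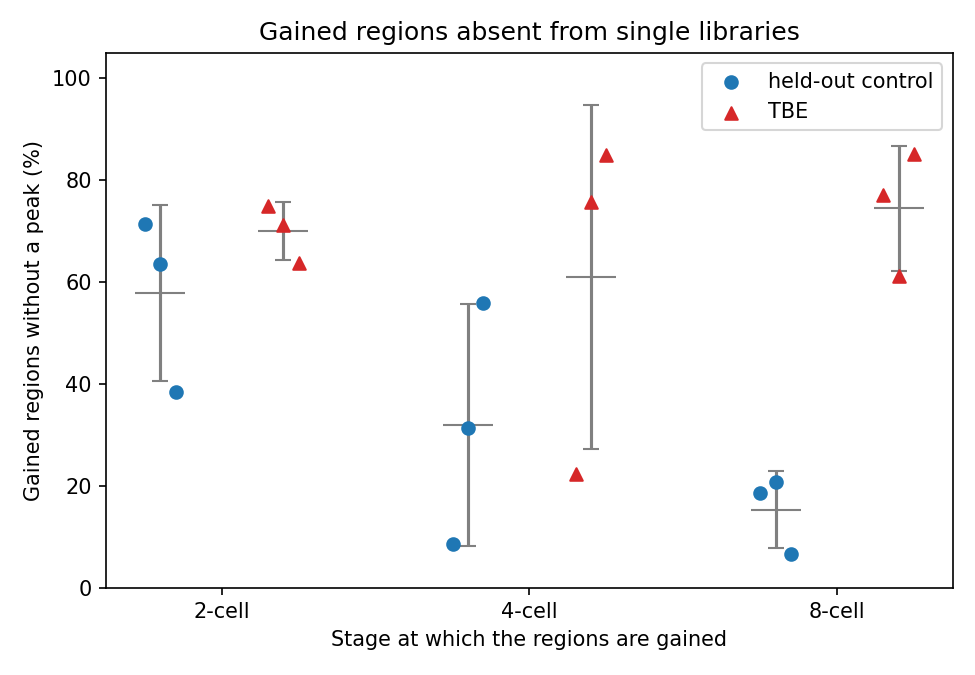
Percentage of gained regions without a peak in single libraries, by stage. Circles are control libraries held out of the definition of the regions, triangles are TBE libraries, and grey bars give the mean and SD of 3 libraries. At the 8-cell stage TBE libraries sit between 61.2% and 85.2% and held-out control libraries between 6.63% and 20.7%.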

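In the lists as called, covered length did not separate the groups at any stage. TBE lists covered 2.61 ± 2.12 Mb at the 2-cell, 5.49 ± 7.30 Mb at the 4-cell and 93.7 ± 89.0 Mb at the 8-cell stage (mean ± SD, n = 3), which is 2.04 and 0.442 times the control mean at the first 2 stages and above the control mean of 78.2 Mb at the 8-cell stage (exact permutation tests, two-sided, p = 0.6, 0.3 and 1). Replicate 2, the deepest library, decided the direction at the 8-cell stage, since the ratio of TBE to control without replicate 2 was 0.527. With peaks of a fold enrichment of at least 3 it was 0.455, and every 8-cell TBE library then lay below every control library (exact permutation test, p = 0.1, the smallest it allows). The ratio at the 4-cell stage was 0.892 on scaled lists (exact permutation test, p = 0.8) and 0.159 without replicate 1, and that at the 2-cell stage 3.57 without replicate 3. Regions that control embryos lost between consecutive stages were also followed. Of the 2313 regions lost from the 4- to the 8-cell stage, 1722 (74.4%) overlapped a region of 8-cell TBE, and of the 32719 lost from GV oocytes to the 2-cell stage 2550 (7.79%) overlapped a region of 2-cell TBE. From the 2- to the 4-cell stage 2 of 29 lost regions (6.90%) overlapped a region of 4-cell TBE. With regions from any replicate the shares of the 4- to 8-cell and GV oocyte to 2-cell steps were 63.5% and 10.8%, and with regions from all 3 replicates 72.7% and 1.41%. No held-out control was run for lost regions, so those missed in control lists by chance would also count here. The 8-cell TBE regions were also wider, with a median of 1014 bp against 657 bp, at a summed background level of 5.41 against 2.93. These shares do not show that the treatment kept regions open. Among regions covered in all 3 control and no TBE libraries at the 8-cell stage, the 3 with the largest mean fold enrichment lay on ARS-UCD1.2 chromosome 2 from 12364302 to 12364684 (11.9 ± 1.28), chromosome 1 from 64559134 to 64559616 (11.5 ± 1.52) and chromosome 21 from 38188676 to 38189169 (11.4 ± 0.892; mean ± SD, n = 3). Each had a peak in all 3 morula libraries and in 0 of the libraries of GV oocytes, 2-cell and 4-cell embryos.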

Loss of embryonic transcription dramatically repressed the appearance of ATAC-seq peaks (Fig. 4a); 64% of ATAC-seq peaks that should have been gained at the 4-cell stage failed to appear without embryonic transcription, and in 8-cell TBEs, 96% of ATAC-seq peaks that should have appeared were not present (Fig. 4b), disrupting the chromatin state of key genes, such as *KLF4* (Fig. 4c).

**Fig. 4:**
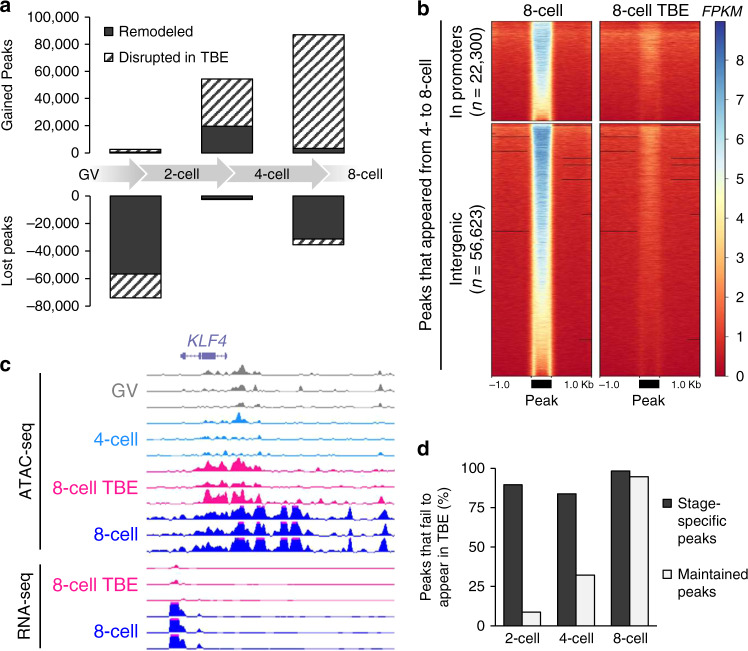
Effect of transcription inhibition on chromatin remodeling. **a** Transcription inhibition effect on loci that should have opened or closed between consecutive stages. Peaks called from 20 million reads per stage. **b** Normalized ATAC-seq signal (FPKM) in control and transcription inhibited 8-cell embryos at peaks which were gained between the 4- and 8-cell stage. Peaks scaled to 500 bp. **c** Normalized ATAC-seq (FPKM) and RNA-seq signal (reads per kilobase million; RPKM) in 8-cell control and TBE at the *KLF4* locus. RNA-seq data from Bogliotti et al.^23^. **d** Proportion of stage-specific and maintained peaks that should appear at each stage, but which fail to appear in TBE. Source data are provided as a Source Data file.

Interestingly, transcription inhibition preferentially disrupted stage-specific ATAC-seq peaks, whereas maintained peaks that were established in 2- and 4-cell embryos appeared despite transcription inhibition (Fig. 4d). 

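Stage-specific and maintained regions were compared within each TBE library. At the 8-cell stage TBE libraries lacked 87.8% ± 9.05 of stage-specific and 69.0% ± 13.5 of maintained regions, at the 4-cell stage 84.3% ± 17.4 and 58.0% ± 35.8, and at the 2-cell stage 85.2% ± 14.0 and 17.7% ± 16.2 (mean ± SD, n = 3). The 2-cell shares rest on sets of 3, 6 and 2 stage-specific regions, of which held-out control libraries lacked 100% each time. Stage-specific regions were thus missing more often by 18.8, 26.3 and 67.4 percentage points. Held-out control libraries showed the same order, with differences of 15.8, 50.8 and 71.1 points, and in the lists as called the differences in TBE were not separable from those in held-out control at any stage (exact permutation tests, two-sided, p = 0.6 at the 8-cell, 0.2 at the 4-cell and 0.7 at the 2-cell stage, where 3 against 3 cannot go below p = 0.1). Requiring an overlap of at least 50% of the region gave 14.4 points in 8-cell TBE against 24.3 in held-out control, with no overlap of the groups (exact permutation test, p = 0.1). With 77.1% of maintained regions missing in TBE under this setting, the mean difference there could not reach 24.3 points, so this order decides nothing. Libraries that lack more maintained regions leave less room for a difference, which limits TBE more than held-out control at the 8- and 4-cell stages. Without TBE replicate 1 the 4-cell difference was 15.7 points. From maintained peaks that appeared without transcription and marked promoters of embryonically-expressed genes, the paper proposes that maternal factors remodel the chromatin of their target genes.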

Transcription-independent maintained peaks marked the promoters of nearly 60% of embryonically-expressed genes (*n* = 1,038/1,784 genes identified from data from Bogliotti et al.^23^; Supplementary Fig. 10), suggesting that maternal factors actively remodel the local chromatin structure of target genes, possibly priming them for expression later in development. In fact, transcription inhibition did not affect the binding activity of maternal factors CTCF and KLFs (Supplementary Fig. 11), which were actively bound in 2- and 4-cell maintained open chromatin (Fig. 3a, b). On the other hand, transcription inhibition significantly reduced the binding activity of homeoboxes in 8-cell embryos (Fig. 5). Altogether, maternal and embryonic factors appear to work together to establish the appropriate chromatin landscape for EGA.

**Fig. 5:**
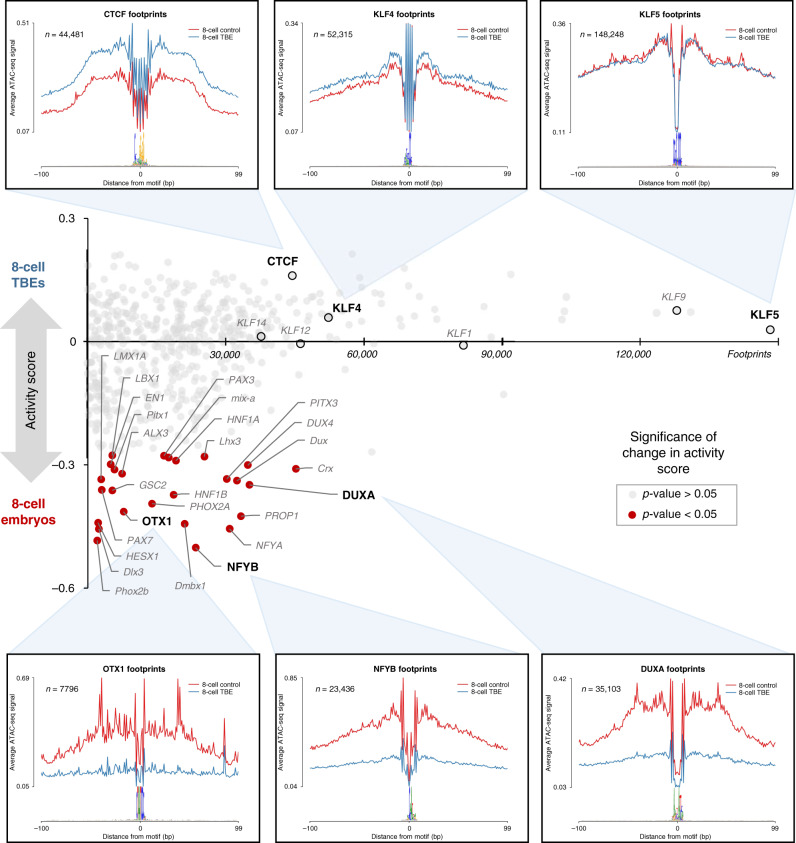
Differential transcription factor binding activity in 8-cell control and TBEs. TFs marked in red demonstrated significantly reduced binding activity when embryonic transcription was inhibited (*p* value < 0.05; two-tailed *t* test). Average ATAC-seq signal around footprints is shown for select TFs, including three TFs with no significant change in binding activity (top) and three TFs with significantly reduced binding activity in TBEs (bottom). Source data are provided as a Source Data file.

### Repetitive element enrichment in embryonic open chromatin

Notably, the MZT is not just characterized by a shift in the transcriptome, but also in the repeatome. Over 40% of the bovine genome is comprised of repeats derived from retrotransposons^59^. These repeats propagate through a “copy and paste” mechanism, and their expression is generally suppressed to avoid deleterious integrations^60^. However, retrotransposons are actively transcribed in preimplantation embryos, and although this phenomenon was previously considered opportunistic expression due to an unusually permissive chromatin state, the activity of some retrotransposons is actually crucial for development^61^. Although the specific mechanisms behind this necessity are still being investigated, transposable elements have been implicated at several regulatory levels, as they can provide binding sites for TFs, behave as alternative promoters and enhancers^62^ and contribute to 3-D chromatin architecture^63^.

A complete catalog of repeat transcription throughout bovine preimplantation development was lacking. To address this gap in knowledge, available RNA-seq data^32^ were assessed for expression of repetitive elements. Importantly, these libraries were not subjected to polyA selection. As has been observed in mouse and human^64,65^, expression and accessibility of repetitive elements throughout bovine preimplantation development was highly stage-specific and dynamic (Fig. 6a; Supplementary Fig. 12).

**Fig. 6:**
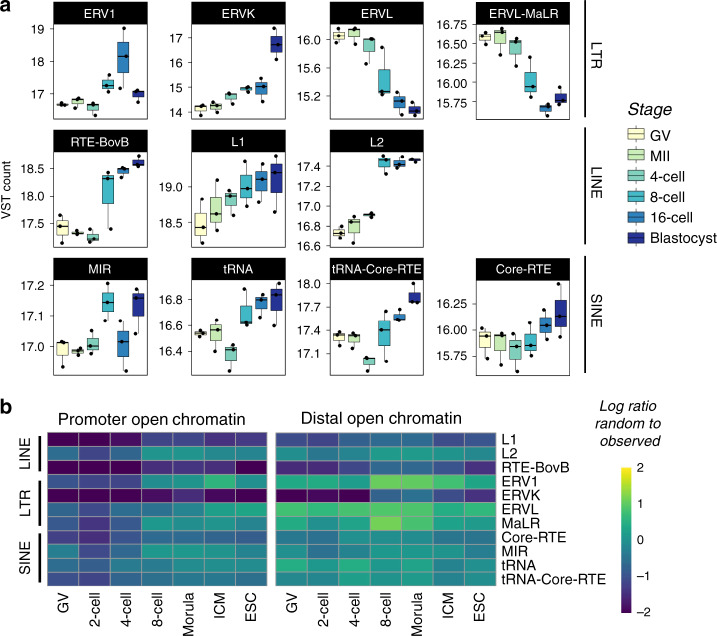
Expression and accessibility dynamics of repeat families during bovine preimplantation development. Boxplots indicate the median and interquartile range (IQR), and whiskers span 1.5 times the IQR. **a** VST normalized expression profiles of select LTR, LINE, and SINE repeat families. RNA-seq data from Graf et al.^32^. **b** Enrichment of several transposable element (TE) families in ATAC-seq peaks, called from 30 million reads. Promoter peaks fell within the 2 kb region upstream of TSS. Intergenic peaks did not overlap the 2 kb regions upstream of TSS, exons, or introns (*n* = 3 biologically independent samples). Source data are provided as a Source Data file.

Non-long terminal repeat retrotransposons—long interspersed elements (LINEs) and short interspersed elements —are increasingly transcribed during human preimplantation development^19,64^. In cattle, LINEs also demonstrated increasing expression (Fig. 6a) and accessibility (Fig. 6b) starting at the 8-cell stage. Although the function of LINE elements in bovine preimplantation embryos has yet to be established, their activation is crucial in mouse for development to proceed past the 2-cell stage^66^. Notably, LTR activation occurs in human^64^, mouse^65^, and bovine preimplantation development^67^. In particular, mammalian LTRs and ERVLs were increasingly enriched in open chromatin starting at the 8-cell stage (Fig. 6b), although their expression dropped throughout development (Fig. 6a), indicating that other mechanisms likely regulate repeat expression, e.g., DNA methylation or histone modifications^68^. Only endogenous retroviral K (ERVK) elements demonstrated both increasing expression (Fig. 6a) and increased prevalence in distal open chromatin at the 8-cell stage (Fig. 6b). These patterns could indicate that ERVK elements are co-opted as regulatory elements in early embryos, as observed in humans^69^, although the regulatory potential of these elements would need to be further explored and validated.

Mounting evidence suggests that specific LTR retrotransposons, especially intact elements, play pivotal roles in early development. During bovine preimplantation development, the most expressed retrotransposons were ERV1-1_BT and ERV1-2_BT (Fig. 7a). 

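Within the stretch of chromosome 10 of ARS-UCD1.2 drawn in Fig. 7b, peaks merged over all libraries lay from 26337466 to 26339426. A peak was called there in 3 of 3 8-cell libraries, with a fold enrichment of 3.62 ± 0.540, in 3 of 3 morula libraries (4.27 ± 0.889) and in 3 of 3 ICM libraries (4.83 ± 0.590; mean ± SD, n = 3). ESC had a peak in 1 library (2.98) and 8-cell TBE in 1 library (2.41). No peak was called in GV oocytes, 2- or 4-cell embryos or their TBE, whose lists are shorter. Further along, the stretch from 26345805 to 26346705 had a peak in 1 library of 8-cell embryos and 1 of morula.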

Upon further inspection, intact ERV1-1_BT elements often co-occurred with MER41_BT repeats in a specific sequence, which demonstrated reproducible patterns of chromatin accessibility (Fig. 7b, Supplementary Fig. 13a). Furthermore, MER41_BT elements that were accessible in 8-cell embryos were enriched for the binding motifs of several pluripotency factors, including POU5F1, NFY, KLF4, OTX2, and TEAD (Supplementary Fig. 13b), suggesting that pluripotency factors may drive transposon expression.

**Fig. 7:**
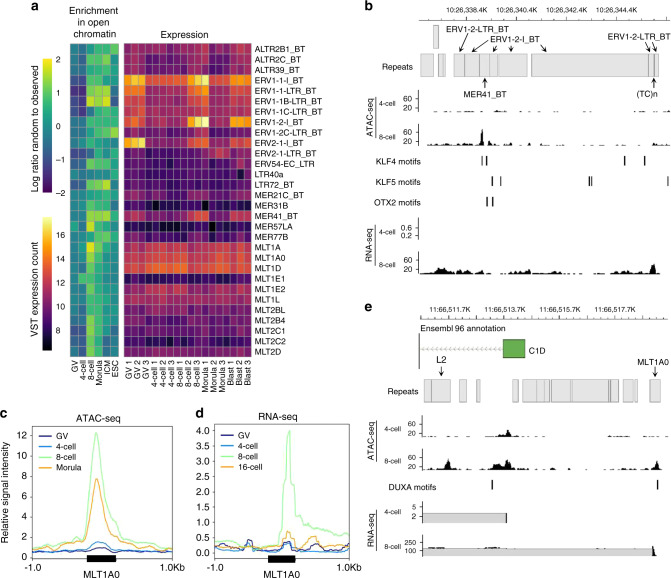
Activity of LTR elements during bovine preimplantation development. **a** Open chromatin enrichment of LTR elements with increased accessibility in 4-cell, 8-cell, and/or morula-stage embryos, and VST expression of the same LTR elements; three replicates per stage. **b** ATAC-seq and RNA-seq read coverage at a highly expressed ERV1-2 repeat sequence. ATAC-seq tracks show coverage from 30 million reads per library; RNA-seq tracks show combined coverage from three replicates. TF motifs predicted from JASPAR binding motifs MA0039.3 (KLF4) and MA0712.1 (OTX2), respectively. **c** Average normalized ATAC-seq (FPKM) and (**d**) RNA-seq signal (RPKM) at MLT1A0 repeats overlapped by 8-cell intergenic open chromatin harboring DUXA motifs, predicted based on JASPAR motif MA0468.1. **e** Co-option of an accessible MLT1A0 element with a DUXA binding motif as an alternative promoter upstream of the *C1D* locus. RNA-seq data from Graf et al.^32^. Source data are provided as a Source Data file.

In human and mouse pre-EGA embryos, DUX drives the expression of intact ERVL^21,24–26^. Specifically, in human embryos DUX4 binds MLT2A1 elements^21^. Considering that intergenic open chromatin was especially enriched for DUX binding sites in 8-cell bovine embryos, it seemed likely that these sites would also correspond to retrotransposons. Indeed, several MLT elements were enriched in 8-cell open chromatin harboring DUX motifs (Supplementary Table 6), suggesting that bovine DUX could be regulating the expression of LTRs with sequence similarity to MLT2A1 elements. Nearly all LTRs that were enriched in 8-cell open chromatin with DUX binding sites demonstrated dynamic expression profiles throughout development (Supplementary Fig. 14). In particular, MLT1A0 elements with DUX motifs experienced sharp increases in accessibility and expression in 8-cell embryos (Fig. 7c, d).

Whether LTRs actively contribute to bovine development simply as a consequence from opportunistic expression remains to be established. However, evidence in other species suggests that retrotransposons are often co-opted as promoters and enhancers^62^: a phenomenon that appears to extend to bovine embryos, as ATAC-seq and RNA-seq suggest that MLT elements are co-opted as alternative promoters (Fig. 7e). 

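In the stretch of chromosome 11 of ARS-UCD1.2 drawn in Fig. 7e, peaks from 66518846 to 66520650, at the end where the figure places the MLT1A0 element, were called in 3 of 3 8-cell libraries, with a fold enrichment of 5.22 ± 0.0678, and in 3 of 3 morula libraries (5.02 ± 1.62; mean ± SD, n = 3). GV oocytes, 2- and 4-cell embryos, ICM and ESC had none there, and 8-cell TBE had a peak in 1 of 3 libraries (replicate 2, 2.56). Peaks from 66513115 to 66514074, where the figure draws the start of C1D, were called in every library of GV oocytes (5.50 ± 0.397), 4-cell (5.03 ± 0.716) and 8-cell embryos (4.57 ± 0.210), morula (6.35 ± 0.260), ICM (6.15 ± 0.416), ESC (6.07 ± 1.22) and 8-cell TBE (7.26 ± 1.62), in 2 of 3 libraries of 4-cell TBE, in 1 of 3 of 2-cell TBE (6.69) and in 0 of 3 of 2-cell embryos. Peaks from 66511342 to 66511759 were called in all 3 libraries of 8-cell embryos (4.60 ± 0.384) and morula (4.00 ± 0.429) and in no other library. From ATAC-seq and RNA-seq together, the latter not analysed here, the paper proposes that MLT elements serve as alternative promoters.

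**Figure D5:**
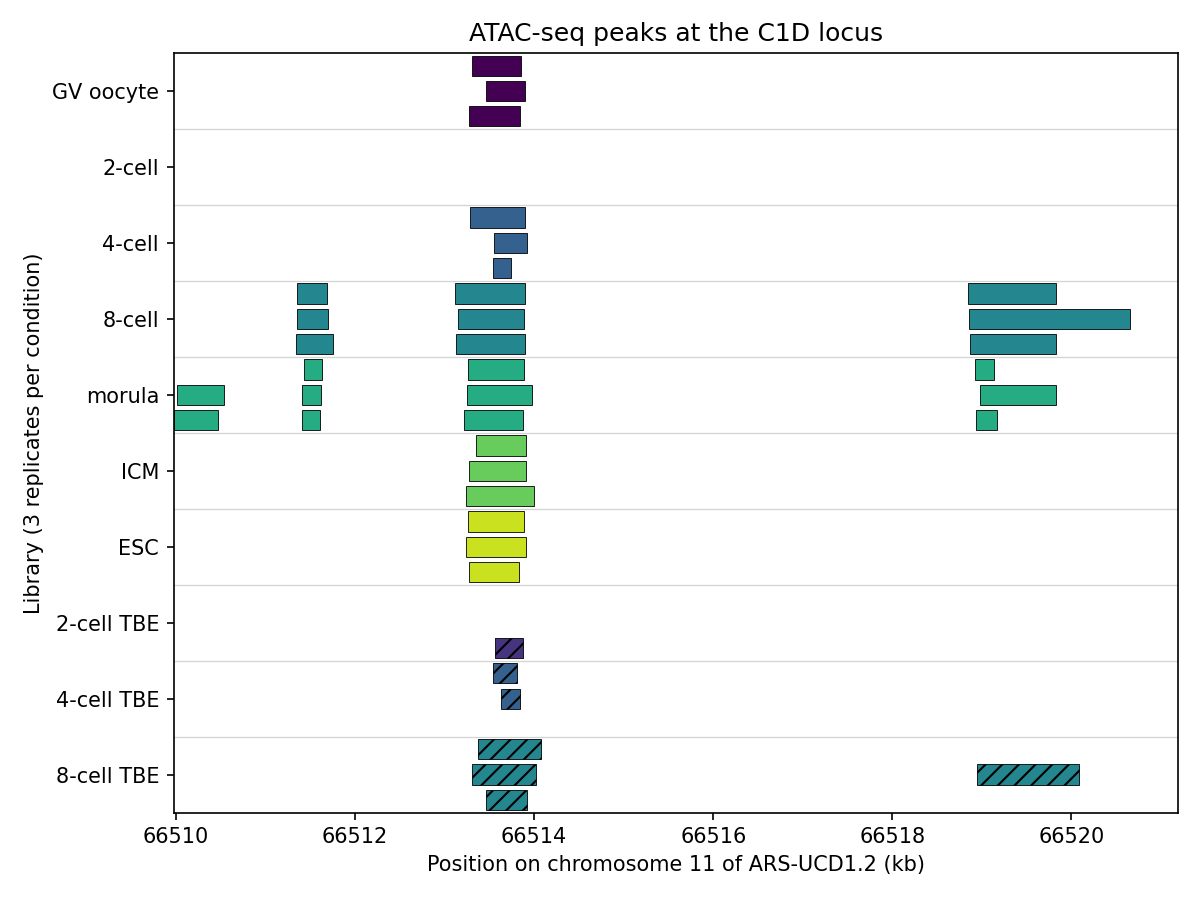
Peaks called in each of 30 libraries along chromosome 11 of ARS-UCD1.2 (kb), in blocks of 3 replicates per condition, with TBE libraries hatched. Bars from 66518846 on appear in 8-cell embryos, morula and 1 library of 8-cell TBE.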

An interesting balance appears to exist between repetitive elements and the embryo, wherein the repeatome leverages the embryo’s existing regulatory network to drive transposition, while simultaneously providing novel regulatory elements and TF binding sites that the embryo co-opts to drive the expression of its own transcriptional programs.

### A model for mammalian genome activation

Recent evidence suggests that regulation of the MZT may differ between mammals. First, the timing of genome activation is species-specific. Second, expression patterns of repetitive elements are not only stage-specific, but also species-specific; primate-specific and murine ERVL elements are strongly expressed during preimplantation development^21,24–26^. Finally, the maternal programs in human and mice are divergent; human embryos conspicuously lack the murine maternal effect transcripts *POU5F1*, *HSF1*, and *DICER1*^70^.

The relaxed chromatin structure in early preimplantation embryos provides a unique regulatory context for maternal factors, which are essential to support cleavage stage-embryos before EGA. Whereas the condensed chromatin structure in somatic cells generally restricts DNA-binding proteins to regions of open chromatin, the dispersed chromatin in 2-cell bovine embryos may allow maternal factors to opportunistically and pervasively bind their recognition motifs. Although the chromatin landscape changes markedly upon major EGA in bovine, human^18,19,21^, and mouse^17,22^ embryos, active regulators during this developmental stage appear to differ significantly between humans and mice^18^, which suggests that regulation of mammalian EGA is species-specific. Genomic regulatory elements tend to evolve rapidly, making it difficult to identify homologous regions and compare accessibility in different species. On the other hand, sequences contained in open chromatin can indicate which regulatory factors are active in a given cell type. Therefore, the open chromatin landscapes of cattle, human, and mice embryos and ESC were compared for enrichment of known TF binding motifs. This analysis clearly clustered cattle and human together, especially 8-cell embryos and ESC, whereas the mouse remained distinct until later stages, when ICM and ESC regulatory circuitry began to converge with that of cattle and human ICM and ESC (Fig. 8a). To identify putative regulators of mammalian EGA, the enrichment of actively expressed TF motifs was compared across species and developmental stages. The activity of several regulatory factors differed between species, clearly separating humans and cattle from mice, and again suggesting divergence in regulatory and transcriptional programs (Supplementary Fig. 15). Compared to mouse 2-cell embryos, open chromatin in bovine and human 8-cell embryos demonstrated remarkably similar patterns of sequence enrichment. In cattle and human embryos, SP1, OTX2, and NFY were particularly implicated during major EGA, whereas NR5A2, RARG, and ESRRB were solely implicated in mouse EGA (Fig. 8b).

**Fig. 8:**
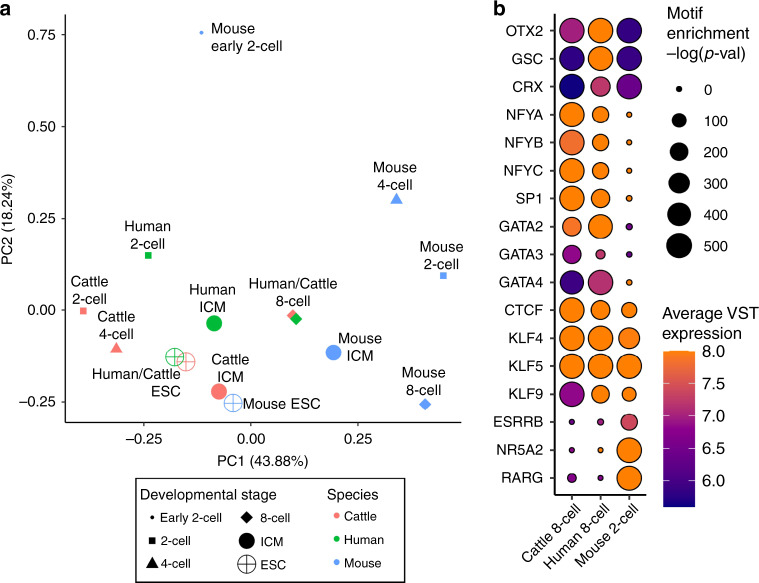
Comparison of enriched motifs in open chromatin during cattle, human, and mouse preimplantation development. **a** PCA comparing the percent of ATAC-seq peaks that contained a given TF motif for each cell type and species. **b** Inference of key regulatory factors during EGA in cattle, human, and mouse, based on enrichment of TF binding motifs in open chromatin and expression of the corresponding TFs. For motif enrichment, binomial test *p* values reported. Bovine RNA-seq data from Graf et al.^32^ human ATAC-seq and RNA-seq data from Wu et al.^18^ mouse ATAC-seq and RNA-seq from Wu et al.^17^. Source data are provided as a Source Data file.

Nevertheless, it remains unclear if these TFs are regulators of EGA, or simply products of it. For instance, although NR5A2 binding sites were enriched in 2-cell mouse embryos, NR5A2 is an early regulator of inner cell mass and trophectoderm programs and is not essential for genome activation^17^. Although several TFs appeared to only be important in either mouse, or in cattle and humans, KLFs were substantially enriched during EGA in all three species. Considering the well-established role of KLFs in somatic cell reprogramming and establishment of pluripotency^54^, KLFs may play a conserved role in the MZT.

## Discussion

Sweeping changes to chromatin structure during bovine preimplantation development suggest that 2-cell embryos are characterized by globally decondensed chromatin, which is gradually compacted as development progresses, echoing similar observations in humans and mice. In particular, it is tempting to speculate that a conserved set of maternal factors establish basal promoter accessibility and the necessary chromatin architecture for enhancer-promoter interactions that will drive gene expression during major EGA (Fig. 9). However, the open chromatin landscape during major EGA clearly distinguished mice from cattle and humans, suggesting that whereas maternal regulation of EGA may be conserved across mammals, the transcriptional programs that are subsequently activated have diverged substantially. The resemblance of cattle and human EGA, both with respect to timing and associated regulators, strongly suggests that cattle are a more appropriate model system for human preimplantation development than mice. Nevertheless, the factors that appear to regulate the MZT in cattle, humans, and mice certainly warrant further investigation and validation, which will provide invaluable insight into the regulatory framework that governs successful preimplantation development.

**Fig. 9:**
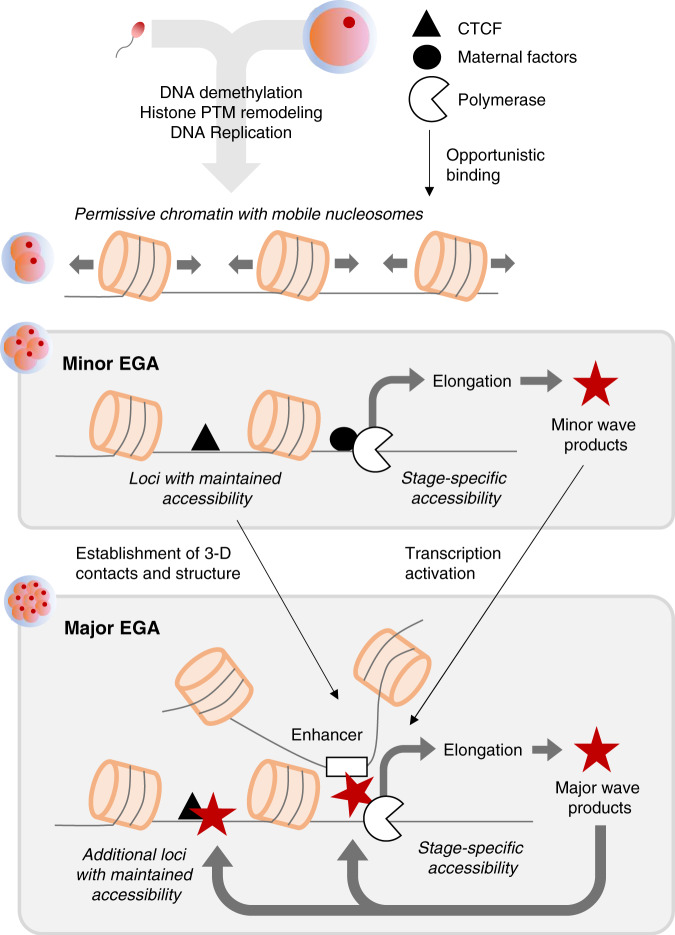
Potential mechanistic model depicting events leading to major EGA. Chromatin structure is globally decondensed following fertilization, allowing opportunistic binding of maternal factors, which initiate a minor wave of transcription and begin to establish 3-D chromatin architecture. This sets the stage for major EGA, wherein maternal products, minor EGA products, and promoter-enhancer contacts mediate the first major wave of gene expression and continue to refine 3-D chromatin structure. PTM post-translational modifications.

## Methods

### Oocyte collection and maturation

Ovaries were procured from a local abattoir and transported to the laboratory in a warm saline solution, complying with University of California Davis relevant ethical regulation for animal testing and research. Follicles measuring 2–10 mm were aspirated to obtain cumulus oocyte complexes (COCs). Only COCs with healthy layers of cumulus cells were selected for maturation. These were washed in collection medium 6:4 M199 (Sigma M7653): SOF-Hepes, supplemented with 2% fetal bovine serum (FBS; Hyclone/Thermo Scientific) and transferred to maturation medium modified M199 medium (Sigma M2154) supplemented with ALA-glutamine (0.1 mM), sodium pyruvate (0.2 mM), gentamicin (5 μg/ml), EGF (50 ng/ml), oFSH (50 ng/ml), bLH (3 μg/ml), cysteamine (0.1 mM), and 10% FBS.

### In vitro fertilization and embryo culture

After COCs matured for 24 h, MII oocytes were washed in SOF-IVF medium (107.7 mM NaCl, 7.16 mM KCl, 1.19 mM KH_2_PO_4_, 0.49 mM, MgCl_2_, 1.17 mM CaCl_2_, 5.3 mM sodium lactate, 25.07 mM NaHCO_3_, 0.20 mM sodium pyruvate, 0.5 mM fructose, 1X nonessential amino acids, 5 μg/ml gentamicin, 10 μg/ml heparin, 6 mg/ml fatty acid-free BSA) and transferred to drops of SOF-IVF medium under mineral oil. Frozen semen from a Holstein bull was thawed, and 10^6^ sperm/ml were added to drops with MII oocytes, which were incubated at 38.5 °C for 12–18 h. Zygotes were then removed from fertilization medium, and cumulus cells were removed by vortexing for 5 min in SOF-Hepes medium. Zygotes were then transferred to culture media (KSOMaa supplemented with 4 mg/mL BSA) under mineral oil, and incubated at 38.5 °C in 5% CO_2_, 5% O_2_, and 90% N_2_. If embryos were to be transcriptionally inhibited, the culture medium was supplemented with α-amanitin (50 μg/ml) on day-one. On day-three, the culture medium was supplemented with 5% stem-cell qualified FBS (Gemini Bio 100–525). Blastocyst development (minimum 30%) was evaluated at 7 days post-insemination (dpi).

### Culture of bovine ESC (bESC) and preparation for ATAC-seq

CTFR-bESC lines derived from ICM through Wnt-pathway inhibition^37^ were cultured in CTFR medium consisting in custom mTeSR1 (devoid of TGFb and FGF2) supplemented with 20 ng/mL human FGF2 (100–18B, Peprotech), 2.5 μM IWR-1 (I0161, Sigma Aldrich), and 100 U/mL penicillin–100 μg/mL streptomycin (15140–122, Gibco) on irradiated mouse embryonic fibroblast (MEF) (A34180, Gibco) at 37 °C and 5% CO_2_. Cells were sub-cultured every 4–5 days at 1:10 split ratio using TrypLE Express (12604–013, Gibco). Culture medium was changed daily between passages. To increase cell survival, bESC culture medium was supplemented with 10 μM ROCK inhibitor Y-27632 (ALX-270-333-M005, Enzo) at seeding. Before cell lysis and library preparation CTFR-bESCs were trypsinized and separated from MEF feeders by plating the cell suspension in CTFR culture medium supplemented with 10 μM ROCK inhibitor Y-27632 for 1 h in a 60 mm cell culture dish (430196, Corning) at 37 °C and 5% CO_2_. After incubation, cells that did not adhere to the culture dish were recovered for downstream processing. For each library, 50,000 cells were centrifuged at 500 rcf, 4 °C, for 5 min. Pellets were then washed once with 50 µl cold 1x PBS buffer and centrifuged at 500 rcf, 4 °C, for 5 min. Pellets were then resuspended in 50 µl cold ATAC-seq lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% IGEPAL CA-630) and centrifuged at 500 rcf, 4 °C, for 10 min to isolate nuclear pellets.

### Preparation of oocytes and embryos for ATAC-seq

Pools of oocytes and embryos were collected for ATAC-seq library preparation from three separate collections per developmental stage. Embryos intended for collection at the 2-cell, 4-cell, or 8-cell stages were divided into two groups, one of which was supplemented with α-amanitin, and cultured simultaneously. GV oocytes were collected for ATAC-seq prior to maturation. Preimplantation embryos were collected at the 2-cell (30–32 h post-insemination), 4-cell (2 dpi), 8-cell (3 dpi), and morula stages (5 dpi). For ICM collection, blastocysts were collected at 7 dpi and subjected to immunosurgery. Oocytes or embryos (a minimum of 500 cells) were treated with pronase (10 mg/ml) to completely remove the *zona pellucida* and washed with SOF-Hepes on a warming plate. Cells were then transferred to 1 ml cold SOF-Hepes, and centrifuged at 500 rcf, 4 °C, for 5 min. Morulae were vortexed for 3 min in cold ATAC-seq lysis buffer. Cell pellets were then resuspended in 1 ml cold ATAC-seq cell lysis buffer and centrifuged at 500 rcf, 4 °C, for 10 min, and supernatant was aspirated to isolate nuclear pellets. To isolate ICMs by immunosurgery, blastocysts were treated with pronase (10 mg/ml) and washed in SOF-Hepes medium, then washed in 20% antibovine whole serum (B8270-2ML SIGMA, dilute in SOF-Hepes medium), and transferred to individual drops of 20% antibovine whole serum solution under mineral oil (20 ul per drop). Blastocysts were incubated for 1 h at 38.5 °C, washed in SOF-Hepes medium, then washed in 20% guinea pig complement (Innovative Grade US origin, IGP-COMPL-21249) and transferred to individual drops of 20% guinea pig complement solution under mineral oil (20 μl drop). Blastocysts were again incubated for 1 h at 38.5 °C. ICM were isolated by pipetting, treated with trypsin for 2–3 min, and pipetted several times before adding 10% fetal bovine serum to stop trypsinization. ICM cells were then washed in 1 ml cold SOF-Hepes medium and centrifuged at 500 rcf, 4 °C, for 5 min. Cell pellets were then resuspended in 1 ml cold ATAC-seq cell lysis buffer and centrifuged at 500 rcf, 4 °C, for 10 min, and supernatant was aspirated to isolate nuclear pellets.

### Transposition and ATAC-seq library construction

Nuclear pellets were then resuspended in 50 μl transposition reaction mix (25 μl TD buffer (Nextera DNA Library Prep Kit, Illumina), 2.5 μl TDE1 enzyme (Nextera DNA Library Prep Kit, Illumina), 22.5 μl nuclease-free H_2_O) and incubated for 60 min at 37 °C, shaking at 300 rpm. The transposase, which is loaded with Illumina sequencing adapters, cuts DNA where it is not sterically hindered and simultaneously ligates adapters, effectively producing a library in one incubation step. Transposed DNA was purified with the MinElute PCR purification kit (Qiagen, Hilden, Germany) and eluted in 10 μl buffer EB. Libraries were then PCR amplified: 50 μl reactions (25 μl SsoFast Evagreen supermix with low ROX (Bio-Rad, Hercules, CA), 0.6 μl 25 μM custom Nextera PCR primer 1, 0.6 μl 25 μM custom Nextera PCR primer 2 (containing the index used for demultiplexing; Supplementary Table 7), 13 μl nuclease-free H_2_O, and 10 μl eluted DNA) were cycled at 72 °C for 5 min, 98 °C for 30 s, and then thermocycling at 98 °C for 10 s, 63 °C for 30 s and 72 °C for 1 min. Libraries from GV oocytes, 2-cell, and 4-cell embryos were thermocycled for 13 cycles, and 8-cell and morulae libraries were thermocycled for 11 cycles. PCR-amplified libraries were again purified with the MinElute PCR purification kit (Qiagen, Hilden, Germany) and eluted in 10 μl buffer EB. Libraries were then evaluated for DNA concentration and nucleosomal laddering patterns using the Bioanalyzer 2100 DNA High Sensitivity chip (Agilent, Palo Alto, CA). Expected nucleosomal laddering was evidenced by the presence of both small fragments, corresponding to hyper-accessible DNA that was frequently transposed, and larger fragments, corresponding to DNA that was wrapped around one or more nucleosomes. This study focused on mapping open chromatin; therefore, the sub-nucleosomal length fraction of each library (150–250 bp) was size selected using the PippinHT system (Sage Science, Beverly, MA) with 3% agarose cassettes. Size-selected libraries were run on a Bioanalyzer DNA High Sensitivity chip to confirm size-selection and determine DNA concentration. Final libraries were then pooled for sequencing on the Illumina NextSeq platform to generate 40 bp paired end reads.

### ATAC-seq read alignment and peak calling

Raw sequencing reads were trimmed with Trim_Galore, a wrapper around Cutadapt (v0.4.0)^71^, to remove residual Illumina adapter sequences and low quality (*q* < 20) ends, keeping unpaired reads and reads 10 bp or longer after trimming. Trimmed reads were then aligned to either the GRCm38 (mouse), GRCh38 (human), or ARS-UCD1.2 (cattle) assemblies using BWA aln (-q 15) and sampe^72^. PCR duplicates were removed with PicardTools, and mitochondrial and low-quality alignments (*q* < 15) were removed with SAMtools^73^. Alignments from biological replicates from each stage were merged and randomly subsampled to equivalent depth with SAMtools for detection of open chromatin. To determine which regions of the genome demonstrated significant enrichment of ATAC-seq signal, broad peaks were called with MACS2^74^, using a *q* value cutoff of 0.05, and settings --nomodel --shift -100 --extsize 200.

### RNA-seq alignment and gene expression quantification

Raw sequencing reads were trimmed with Trimmomatic (v0.33)^75^. Low-quality leading and trailing bases (3 bases) were clipped, and illumine adapter sequences were removed, allowing 2 seed mismatches, a palindrome clip threshold of 30, and a simple clip threshold of 10. Sliding window trimming was conducted with a window size of 4 bases, and a quality threshold of 15. Reads 36 bases or longer were retained after trimming. Trimmed reads were aligned to either the GRCm38 (mouse), GRCh38 (human), or ARS-UCD1.2 (cattle) assemblies with STAR (v2.7.2a) with options –outFilterScoreMinOverLread 0.85 and –seedSearchStartLmax 30. Low quality alignments (*q* < 5) were removed with SAMtools. Raw counts were calculated for genes in the Ensembl 96 annotations for each species with summarizeOverlaps, from the R package GenomicAlignments (v1.18.1)^76^, using ‘Union’ mode and allowing fragments for paired end data. The DESeq2 R package (v1.22.2)^77^ was used to identify differentially expressed genes, which were required to demonstrate a logFC >2 and an adjusted *p* value < 0.05. Variance stabilizing transformation (VST) was used to normalize expression counts for visualization.

### Repeat expression quantification

Trimmed reads were aligned to the ARS-UCD1.2 genome assembly with STAR (v2.7.0)^78^ with options –outFilterMultimapNmax 100, --winAnchorMultimapNmax 100, and --twopassMode Basic. Raw expression values for individual repetitive elements were calculated for repeats in the RepeatMasker annotation for the ARS-UCD1.2 assembly (downloaded from the UCSC Genome Browser) using TEtoolkit^79^ in ‘multi’ mode, which improves quantification of transposable elements transcripts by including ambiguously mapped reads. Raw expression values were normalized with the variance stabilizing transformation included in the DESeq2 R package (v1.22.2).

### Comparison of ATAC-seq and RNA-seq genome-wide signal

For both ATAC-seq and RNA-seq data, alignments were converted to bigwig format using bamCoverage from the DeepTools suite^80^, which binned the genome into windows (50 bp default size) and calculated normalized signal in each window (fragments per kilobase million (FPKM) for paired-end data, and reads per kilobase million (RPKM) for single-end data). These bigwig files were used for track visualization with the UCSC genome browser. To compare bigwig files from replicate libraries on a genome-wide scale, the multiBigWigSummary function from Deeptools was used in bins mode (bin size of 500 bp). The output was then piped to the plotPCA function from DeepTools to generate the PCA plot (options *–transpose*, *--log2*¸and *–ntop 150000* for ATAC-seq libraries; options *–transpose*, *--log2*, and *–ntop 100000* for RNA-seq libraries), and the plotCorrelation function to calculate the Pearson correlation coefficient between biological replicates. To assess average accessibility or expression at genomic intervals of interest, ATAC-seq normalized signal (FPKM in 50 bp bins) was visualized using the DeepTools computeMatrix (in scale-regions mode with option –*skipZeros*) and plotHeatmap functions. Regions of interest were scaled to 500 bp, and signal was also plotted for 1 kb up- and downstream.

### Comparison and classification of ATAC-seq peaks

Peak sets from different stages were compared using the BEDtools intersect function^81^, requiring a minimum of 1 bp overlap to consider a peak shared by both sets. Similarly, peaks were classified as genic if they overlapped either the 2 kb region upstream of a transcription start site (TSS), exons, or introns by 1 bp. Otherwise, peaks were considered intergenic.

### Motif enrichment

Genomic regions were evaluated for binding motif enrichment using the findMotifsGenome.pl script from HOMER (v4.8)^82^, using the exact sizes of the input genomic intervals (-size given). The most significant known or de novo motifs were reported, based on *p* value. Known motifs that matched significantly enriched de novo motifs were reported if their match score exceeded 0.6. To compare motif instance in open chromatin at different stages and in different species, sets of ATAC-seq peaks were evaluated for the presence of HOMER’s set of known TF motifs, measured as the percent of ATAC-seq peaks containing any given motif. To compare these data, PCA was performed with the prcomp function from the stats R package (v3.6.3), with options center = T and scale = F.

### Genome-wide motif location prediction

Position-weight matrices were downloaded from the JASPAR database for TFs of interest^38^. Using the FIMO tool from the MEME suite (v5.0.4)^83^, TF motif locations (*p* < 1e–4) were predicted genome-wide in the ARS-UCD1.2 genome assembly.

### Transcription factor footprinting analysis

The HINT framework from the Regulatory Genomics Toolbox^84^ was used to identify active TF binding sites from ATAC-seq data. When TFs are actively bound to DNA, transposase is sterically hindered, resulting in a small region, termed a “footprint,” where read coverage abruptly drops. To maximize ability to detect footprints, reads from biological replicates were pooled together for each developmental stage and treatment group, and broad peaks were called from pooled reads with MACS2^74^ using a *q* value cutoff of 0.05, and settings *--nomodel --shift -100 --extsize 200*. For identifying footprints in an individual stage or treatment group, the rgt-hint command was used in footprinting mode to predict footprints within the corresponding ATAC-peaks, based on signal from pooled reads (commands *–atac-seq* and *–paired-end*). These footprints were matched to known motifs in JASPAR^38^ with the rgt-motifanalysis command in matching mode. For comparing TF binding activity between developmental stages, or between control and TBEs, ATAC-seq peaks called in each of the two stages or treatment groups were first combined with BEDtools merge. Footprints were then identified with rgt-hint in this merged set of ATAC-seq peaks based on signal from pooled reads in each of the two stages or treatment groups. Footprints were matched to known motifs in JASPAR^38^ with rgt-motifanalysis. Finally, the rgt-hint command in differential mode was used to compare the chromatin accessibility for each TF in each of the two stages or treatment groups. For each TF, the resulting binding activity score indicated whether the TF was more strongly bound in one group than the other, and the associated p-value indicated whether this change in binding activity between groups was significant (two-tailed *t* test; *p* < 0.05).

### Repeat class enrichment in genomic intervals

To determine if repetitive elements (either individual elements, families, or classes) were enriched in open chromatin, the number of ATAC-seq peaks overlapping a set of repetitive elements was compared to randomized intervals (ATAC-seq peak locations shuffled with BEDtools shuffle function) overlapping the same set of repetitive elements, yielding a log ratio of random to observed.

### Functional annotation enrichment analysis

For gene sets of interest, the Ensembl gene IDs of human homologs were fetched using biomaRt^85^. These Ensembl IDs were submitted to DAVID (v6.8)^86,87^ to identify enriched biological functions using medium stringency. Gene ontology terms (GOTERM_BP_DIRECT, GOTERM_CC_DIRECT, and GOTERM_MF_DIRECT) with a false discovery rate (FDR) <0.05 were reported.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

The following published NGS data sets were used, and accessed through the NCBI GEO repository: for bovine oocytes and in vitro produced embryos, raw RNA-seq data were downloaded from accession number GSE52415^32^. For mouse and human preimplantation embryo ATAC-seq and RNA-seq data, raw sequencing files were downloaded from accession numbers GSE66390^17^ and GSE101571^18^, respectively. The ATAC-seq data produced in this study are available through the NCBI GEO repository under accession number GSE143658. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper. A reporting summary for this Article is available as a Supplementary Information file.

## Source data

Source Data

# Supplementary material for: Chromatin remodeling in bovine embryos indicates species-specific regulation of genome activation
**Source:** Nat Commun. 2020 Sep 17;11:4654. doi: 10.1038/s41467-020-18508-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Genomic coordinates of TF footprints in bovine GV oocytes, with name of best matching JASPAR motif.

File Name: Supplementary Data 2

Description: Genomic coordinates of TF footprints in bovine 2-cell embryos, with name of best matching JASPAR motif.

File Name: Supplementary Data 3

Description: Genomic coordinates of TF footprints in bovine 4-cell embryos, with name of best matching JASPAR motif.

File Name: Supplementary Data 4

Description: Genomic coordinates of TF footprints in bovine 8-cell embryos, with name of best matching JASPAR motif.

File Name: Supplementary Data 5

Description: Genomic coordinates of TF footprints in bovine morula, with name of best matching JASPAR motif.

File Name: Supplementary Data 6

Description: Genomic coordinates of TF footprints in bovine ICM, with name of best matching JASPAR motif.

File Name: Supplementary Data 7

Description: Genomic coordinates of TF footprints in bovine ESC, with name of best matching JASPAR motif.

File Name: Supplementary Data 8

Description: Lists of genes that contained a footprint in their promoter for a given TF at a given developmental stage. For each gene, the Ensembl identifier and external gene name are provided. When available, the Ensembl identifier and external gene name of the human homolog is also included.

How the deposited data were processed for this re-analysis (not part of the article)

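ATAC-seq measured accessible chromatin in pools of bovine GV oocytes, in vitro produced 2-, 4- and 8-cell embryos, morula, ICM and ESC, and in 2-, 4- and 8-cell embryos cultured with α-amanitin (TBE). The data were 30 lists of broad peaks, 3 replicates for each of 10 conditions. The authors trimmed reads with Trim_Galore, aligned them to ARS-UCD1.2 with BWA, removed PCR duplicates with PicardTools and mitochondrial and low-quality alignments with SAMtools, and called broad peaks with MACS2 at a q value of 0.05, of which the version is not given in the sources used here. The authors computed the fold enrichment of each peak with MACS2 as the pileup of tags over the local background of the same library, averaged over the peak. The −log10 p and −log10 q values were computed by the authors with MACS2 from the same pileup and background and averaged over the peak. The score was computed by the authors with MACS2 as 10 times the −log10 q, cut to a whole number, and was not used here. The paper describes peaks called from pooled and subsampled reads, while each list used here belongs to 1 replicate, so that pooling and subsampling could not be repeated.

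All computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Peaks of a library were merged and their length summed as the covered length. Regions of a condition were merged over its 3 replicates and kept where peaks of at least 2 replicates overlapped them. Regions were taken as shared with another stage where they had at least 1 bp in common. Gained regions of a stage shared no base with a region of the stage before. Stage-specific regions were at no other stage from 2-cell to morula. Maintained regions were at no earlier stage from 2-cell on and overlapped at each later stage up to morula. GV oocytes were not considered for either class. The interval functions were tested on simulated data, with 0 mismatches in 200 trials.

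The number of reads behind each list is not given in the sources used here. A background level proportional to the tags of a library was solved from peaks with a whole-number pileup, with a tolerance of 0.0001 on −log10 p and at least 3 such peaks. On simulated lists 4 of 4 levels were recovered. All simulated peaks had a whole-number pileup, while 83545 of 2172195 peaks in the data fit one. The level of 2-cell replicate 2, to which control lists were scaled, rests on 3 peaks. The simulation did not test levels solved from so few. Fold enrichment, −log10 p and background level also allow each peak to be scaled to a lower depth, as a mean over the peak. On simulated regions this kept 88.9% of those kept by drawing tags at random. In the data it shortened deep libraries far more, and whether it does so too much for means over broad peaks was not tested. Scaled lists are therefore an alternative only, and they were chosen after the data had been seen.

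Covered length and number of peaks were compared between stages with an exact permutation test of the trend over 4 stages and exact two-sided permutation tests of the difference in means between neighbouring stages. Similarity of lists was measured with the Jaccard index by base pairs and tested by relabelling libraries, 100000 times for the 30 libraries and over all 1680 relabellings for 4-cell, 8-cell and morula libraries. TBE libraries were compared with control libraries that had been held out of the definition of the regions, with exact two-sided permutation tests. With 3 libraries against 3 these exact tests cannot go below p = 0.1. Shares of lost regions overlapping TBE regions have exact Clopper-Pearson 95% intervals, which cover counting error only: 7.51% to 8.09% from GV oocytes to 2-cell embryos, 0.846% to 22.8% from 2- to 4-cell embryos and 72.6% to 76.2% from 4- to 8-cell embryos. Regions along a genome are not independent replicates.

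Loci were those the paper draws, with their ends read from the axes of Fig. 1c, Fig. 7b and Fig. 7e, and the 3 regions with the largest mean fold enrichment among those covered in all 3 control and no TBE libraries of the 8-cell stage. This rule and the tests named above were set before the data were examined. Further tests of depth and of how often regions recur were chosen after results had been seen.

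Alternatives set at that time were peaks with a mean −log10 q of at least 3, peaks with a fold enrichment of at least 3, autosomes only, equal numbers of top peaks by −log10 p, an overlap of at least 50% of the region, regions from any or from all 3 replicates, the overlap coefficient, leaving out each replicate, and a block by replicate number. The scaled lists and a comparison of stage-specific with maintained regions within 10 bins of fold enrichment were added later. Each peak allowed up to 2 solutions for its depth, and both were run for scaled lists. Over 30 results the solutions differed by at most 1.08-fold, and in 0 of them did the second solution change the outcome of the comparison.

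Genic shares, promoters, motifs, footprints and the KLF4 locus were not analysed here, since they need a genome sequence, an annotation of ARS-UCD1.2 or coordinates that the paper's text does not give. RNA-seq was not used here. The share of the genome covered was not computed, since the genome's length is not given in the sources used here, and lengths are in Mb.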

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

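In this part, the tests of depth in the shallowest TBE library were chosen after the result was seen. Scaled lists were added after the data were seen, but their test and that of overlap with 4-cell regions were set before their outcomes were known.

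The paper's text gives no result on regions open only in 8-cell TBE. At the 8-cell stage 6425 regions had peaks in all 3 TBE libraries and in no control library, against 38874 in all 3 control and no TBE libraries. This signal was singled out because most of it lies outside the regions the paper discusses. Fig. 4a of the paper covers loci that should have closed between stages, a class that holds the 7.22% of the 6425 overlapping a 4-cell region. Over the 9 other ways to divide the 6 libraries into 3 and 3, the highest count in either direction was 3229, below both counts. The test set before took the larger count of each division, here that of control embryos, and 1 of 10 divisions reached it. As 1 of 10 is the lowest share that 6 libraries can give, the share itself cannot exclude chance. The counts argue against chance for the regions of control embryos, with 38874 against at most 3229 in the other divisions.

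Read depth alone does not give these regions. TBE replicate 2 was the deepest of the 6 libraries, but TBE replicate 3 was the shallowest. Of regions in TBE replicates 1 and 2 and in neither of 2 control libraries, TBE replicate 3 had a peak at 22.4% to 23.2%, and the left-out, deeper control library at 7.79% to 11.6%. The smallest gap was 23.2% against 11.6%. Depth thus stays open for those regions that a left-out control library also had, but not for the excess. Among the 6425 regions 1505 (23.4%) had a peak of a mean −log10 q of at least 3 in TBE replicate 3, which decides nothing, as they were chosen for a peak there. On lists scaled to the lowest depth 58 such regions were left, which decides nothing either, since how faithful scaling is to broad peaks was not tested. Regions of the 4-cell stage that stayed open are a candidate explanation for part of them. Of the 6425 regions 7.22% overlapped a 4-cell region, against 0.123% of the regions found in control embryos only, and 15.0% against 1.57% overlapped a GV oocyte region. Later, 22.7% against 66.5% overlapped a region of morula, 15.1% against 20.8% one of ICM and 19.8% against 7.33% one of ESC, and the regions were wider, with a median of 951 bp against 596 bp. Overlap with 4-cell regions, which come from short lists, covers a small part of the 6425. Of the 58 regions left on scaled lists 48.3% overlapped a 4-cell region, against 2.75% of those in control embryos only. These shares are not counted either, for the reason given above for scaling. A response to α-amanitin at this dose other than through transcription, or embryos delayed in development, was not tested.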

How the results depend on the processing

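Scaled lists and the comparison within bins of fold enrichment were chosen after the data were seen, and all other alternatives before the data were examined. Of 246 alternative values, 168 kept their direction, side of the threshold or size, 63 moved beyond the spread or by more than 1.5-fold, 5 became weaker and 10 reversed. The rise of covered length and peak number from 2-cell embryos to morula kept its direction and p below 0.05 under each alternative run. Cause was not tested for any change below except where a setting's construction gives it.

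The number of replicates behind a region moved many counts. With regions from any replicate, gained regions numbered 3370 at the 2-cell, 53968 at the 4-cell and 172893 at the 8-cell stage and 45327 in ICM, GV-unique regions 21965, stage-specific regions 2010, 18732 and 72205 and maintained regions 3670 and 25206 at the 2- and 4-cell stages. With regions from all 3 replicates, gained regions numbered 24, 5480 and 9320 at the 2-cell stage, the 4-cell stage and in ICM, GV-unique regions 3116, stage-specific regions 5 and 216 and maintained regions 169 and 4927 at the 2- and 4-cell stages. Of the lost regions, 10.8% and 1.41% then overlapped a TBE region for GV oocyte to 2-cell with any and all 3 replicates. The share was 63.5% for 4- to 8-cell with any, and 0% for 2- to 4-cell with all 3.

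With a mean −log10 q of at least 3, gained regions numbered 3820, 69148 and 8841 at the 4-cell stage, the 8-cell stage and in ICM, GV-unique regions 1836, stage-specific regions 6, 155 and 23049 and maintained regions 189, 3412 and 46092. With an overlap of at least 50%, 4-cell stage-specific regions numbered 2208.

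Leaving out each replicate gave 24 to 53 gained regions at the 2-cell stage, 5621 to 12008 at the 4-cell stage and 9846 to 14739 in ICM, 4528 to 4959 GV-unique regions, 4 to 22 and 387 to 1190 stage-specific regions and 192 to 373 and 4825 to 9559 maintained regions at the 2- and 4-cell stages. The higher similarity of 8-cell embryos to morula than to 4-cell embryos stayed between 0.170 and 0.223 with a replicate left out (exact permutation tests over 90 relabellings, p = 0.133 each). It was 0.0025 (p = 0.967) with the overlap coefficient and 0.0925 (p = 0.139) on scaled lists (exact permutation tests), so that this result depends on the measure.

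The ratio of TBE to control covered length at the 8-cell stage, above 1 in the lists as called (93.7 against 78.2 Mb), reversed to 0.531 with a mean −log10 q of at least 3, 0.455 with a fold enrichment of at least 3 and 0.337 on scaled lists, and ranged from 0.527 (without replicate 2) to 1.74 with a replicate left out.

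Stage-specific minus maintained regions missing in TBE, relative to held-out control, reversed at the 8-cell stage with equal numbers of top peaks (16.1 against 17.4 points). The order also reversed with an overlap of at least 50% (14.4 against 24.3) and on scaled lists (7.94 against 15.4). Under these last settings TBE libraries lacked 77.1% and 89.9% of maintained regions. Their mean difference could thus not reach that of held-out control, and these reversals decide nothing. At the 2-cell stage the difference ranged from 56.5 to 77.7 with a TBE replicate left out, reversing without TBE replicate 1, and within bins of fold enrichment it was 59.8 against 59.2. With TBE regions of 2 of 3 replicates it was 81.5 there and 76.6% of gained regions were absent. With a peak in any TBE replicate counted as present, gained regions absent fell to 42.6%, 29.8% and 58.9% at the 2-, 4- and 8-cell stages.

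On scaled lists gained regions numbered 745, 1613, 8242 and 1168 from the 4-cell stage to ICM, GV-unique regions 2224, stage-specific regions 70, 156 and 403 and maintained regions 46, 275 and 1208. Scaling left 8-cell TBE replicate 2, the deepest library, with 0.717 Mb and the shallowest, replicate 3, with 24.5 Mb. Whether scaling shortens lists of broad, weakly enriched peaks too much was not tested.

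Replicate numbers were checked for pairing of control with TBE libraries. Deviations from the group means correlated by −0.0422 on average for equal numbers and 0.0173 for other numbers, so the values do not show that numbers mark collections. With the replicate block the 8-cell ratio of TBE to control was 0.857 (exact sign-flip test, p = 0.75, and 3 pairs cannot go below 0.25), gained regions absent had p = 0.25 at each stage, and the trend of covered length p = 0.000579 (exact permutation test within numbers).

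Genic share, promoters of maintained regions and the 3 motif comparisons, with their alternatives, were not run. Stage-specific against maintained regions of 2-cell embryos gave no value with equal numbers of top peaks, stricter peaks and scaled lists, where the 2 remaining control replicates shared no stage-specific region for at least 1 held-out library. Low depth limits what can be said of regions absent from lists with a low background level, such as 2-cell replicates 1 and 2, 2-cell TBE replicates 1 and 2 and 4-cell TBE replicates 2 and 3.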

Differences from the paper's values

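The paper's regions were called from pooled and subsampled reads and those here from single libraries at their own depth, which holds for every pair below. A count or ratio is said to differ where it was more than 1.5-fold from the paper's. Shares absent in TBE also had to lie beyond the SD. A value that did not differ can thus still be well below or above the paper's.

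Covered length rose 6.29-fold from 4- to 8-cell embryos, and the paper's value, from its supplementary data, is 1.79. None of the alternatives set before the data were examined came within 1.5-fold of it. Lists scaled to the lowest depth, chosen after the values were seen, gave 2.37, which is within 1.5-fold (exact permutation test, p = 0.5).

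Stage-specific regions numbered 11 at the 2-cell and 1466 at the 4-cell stage, where the paper's values are 3992 and 34739. Every alternative set before the data were examined also differed. Maintained regions numbered 525 and 11744, where the paper's values are 6476 and 20862. For the 4-cell stage regions from any replicate (25206) did not differ from the paper's value, while the other alternatives did, and for the 2-cell stage all differed.

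From the 2- to the 4-cell stage 14468 regions were gained, against the paper's about 70000 in Fig. 2a, read by eye. Regions from any replicate, 53968, did not differ, and the other alternatives did. From the 8-cell stage to morula 78366 regions were gained, against the paper's about 120000 in Fig. 2a, read by eye. Regions from any replicate (113554) and an overlap of at least 50% (90985) did not differ, and the other alternatives did. From morula to ICM 15142 regions were gained, where the paper's value is 23954. An overlap of at least 50% gave 21197, which does not differ, and the other alternatives did. GV-unique regions numbered 7339, against the paper's about 32000 in Fig. 2a, read by eye. Regions from any replicate, 21965, did not differ, and the other alternatives did.

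The shares of gained regions absent in TBE, 61.0% at the 4-cell and 74.5% at the 8-cell stage, were within 1.5-fold of the paper's 64% and 96%, although the latter lies outside the SD of 3 libraries (12.2). With a peak in any TBE replicate counted as present, they were 29.8% and 58.9% and differed from the paper's. In the lists as called, the shares of both classes absent in TBE were within 1.5-fold or the SD of those in Fig. 4d. Maintained regions of the 2-cell stage differed with equal numbers of top peaks (21.8%) and an overlap of at least 50% (27.6%) from the paper's about 9% in Fig. 4d, read by eye, and those of the 4-cell stage with an overlap of at least 50% (72.1%) from the paper's about 32% in Fig. 4d, read by eye. In the lists as called, the widest gap beyond the SD was that of maintained 8-cell regions, at 69.0%. The paper's value in Fig. 4d, read by eye, is about 94%.

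The paper describes close to 50% of the regions gained at the 4-cell stage as transient, and 10.1% were absent at the 8-cell stage and in morula here. With regions from any replicate the share was 34.7%, within 1.5-fold of the paper's, and the other alternatives, scaled lists included, stayed between 3.94% and 21.3%. In the paper's Fig. 1d ESC lie above 8-cell embryos and ICM in covered share, while mean covered length was 44.8 Mb in ESC, 78.2 Mb in 8-cell embryos and 51.1 Mb in ICM here. The place of ESC below ICM rests on ESC replicate 1, with 15.1 Mb at a background level of 0.175. ESC replicates 2 and 3 covered 73.0 and 46.3 Mb at levels of 0.656 and 0.404. Scaled lists, chosen after the values were seen, had ESC above 8-cell embryos and ICM as in the paper, with 5.88 Mb in ESC, 1.77 Mb in 8-cell embryos and 3.16 Mb in ICM, but GV oocytes (3.56 Mb) and ICM above 8-cell embryos, unlike the paper. The paper's Fig. 2a shows more regions gained from the 8-cell stage to morula than from the 4- to the 8-cell stage, about 120000 and about 96000, read by eye, and 78366 and 107555 were gained here. On scaled lists, chosen after the values were seen, the order was the paper's, with 8242 and 1613. The paper describes preferential disruption of stage-specific peaks in TBE. Stage-specific regions were missing more often here too, by 18.8 points at the 8-cell stage, but by 15.8 points in held-out control libraries. The lowest covered length of 2-cell embryos and the rise from 2-cell embryos to morula had the paper's order.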

Other observations

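The tests on scaled lists and on bins of fold enrichment were added after the data were seen, with outcomes predicted before they were run, as for other divisions of the libraries. The comparisons without scaling and those of held-out control classes were chosen after the results were seen.

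The longest list belonged to 8-cell TBE replicate 2, and through it 8-cell TBE covered more of the genome on average than control embryos. Read depth is a candidate explanation. On scaled lists this library covered 0.717 Mb and the ratio of TBE to control fell to 0.337, which decides nothing on its own, since how faithful scaling is to broad peaks was not tested. With a fold enrichment of at least 3 its peaks covered 26.4 Mb, below 77.3 Mb in the longest other list of the 8-cell stage, so its extra length lay in weakly enriched peaks. A library with more background from other sources would look alike.

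The lack of gained regions in 8-cell TBE is not what lower depth would give. The TBE library with the highest background level lacked 61.2% of them, against at most 20.7% in held-out control libraries of lower level, and the other TBE libraries lacked more. On scaled lists the difference between the groups was 71.6 points, which is not counted here for the same reason. The lack of transcription and other effects of α-amanitin, such as a delay in development, stay open, and the latter were not tested. Weaker enrichment of the TBE libraries also stays open. Their peaks had a median fold enrichment of 3.37, 2.49 and 3.79, below the 3.84, 3.81 and 4.05 of control libraries. Whether this gives part of the lack was not tested.

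At the 4-cell stage depth and treatment cannot be told apart. The TBE library with the highest background level lacked 22.3%, less than the highest held-out control at 55.9%. All 3 TBE libraries were shallower than replicates 1 and 2 of the control embryos, which keeps this open. The difference of 3.34 points on scaled lists is not counted. Regions in all 3 control and no TBE libraries numbered 520 there, fewer than the 3190 of another division of the 6 libraries, and 3 of 10 divisions gave at least as many, so that differences between single libraries could give this count.

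The short lists of 2-cell embryos were predicted to come from depth if scaling brought the longest of them level with the shortest list of another stage. It did, with a ratio of 0.472. The longest scaled 2-cell list was that of replicate 2, which has the lowest level solved and went from 0.474 to 0.449 Mb, while 8-cell replicate 1, from 77.7 Mb, and 4-cell replicate 2, from 10.5 to 0.233 Mb, both fell below it. As how faithful scaling is to broad peaks was not tested, this outcome is not taken as decisive. Without scaling, 2-cell replicate 3 covered 2.92 Mb at a higher background level than any GV oocyte library, of which the shortest list covered 20.5 Mb. On the mean of 3 libraries GV oocytes covered 17.0 times the length of 2-cell embryos at a summed background level at most 1.19 times as high. Without 2-cell replicate 3 the ratios were 47.4 and at most 8.14. The 8.14 compares a sum of 3 libraries with a sum of 2, so a ratio of means would be lower. Depth alone does not give the short list of 2-cell replicate 3, which is 1 library. Covered length need not be proportional to the level: 4-cell TBE replicate 3 covered 1.10 Mb at 0.157 and replicate 1 13.9 Mb at 0.324. Depth thus stays open for 2-cell replicates 1 and 2, at levels of at most 0.220 and of 0.123. Open chromatin without enriched sites, as the paper proposes, and lower quality of the 2-cell libraries were not tested.

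Stage-specific regions were missing in TBE more often than maintained ones. Weaker peaks are an unlikely explanation at the 8-cell stage, where 109% of the difference was left within bins of equal fold enrichment. At the 4-cell stage 64.8% was left, so that weaker peaks stay open there as a part of the explanation. Stage-specific regions also recurred less between untreated libraries. The difference in held-out control libraries was 15.8 points at the 8-cell and 50.8 points at the 4-cell stage, so that lower recurrence may account for much of the order of the classes in TBE. Within bins of fold enrichment the difference at the 8-cell stage was 20.5 points in TBE and 10.9 in held-out control (exact permutation test, p = 0.2), and at the 4-cell stage 17.1 and 40.2 (p = 0.2, same exact test). A preference of the treatment at the 8-cell stage is thus neither shown nor excluded.

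Lists of 8-cell TBE had a mean Jaccard index of 0.111 with 4-cell lists, against 0.0706 for control lists (exact permutation test, two-sided, p = 0.4). With equal numbers of top peaks the difference was 0.0691, with every TBE library above every control library (p = 0.1, the smallest for 3 against 3, same exact test), so that the number of peaks does not give the difference. Covered length was not made equal and stays open, as regions of 8-cell TBE were wider, with a median of 1014 bp against 657 bp in control embryos. On scaled lists the difference was 0.0145 with overlapping groups, which is not counted. Chromatin of the 4-cell stage kept without transcription is a candidate explanation, and delayed embryos were not tested.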
